# Antibiofilm and Antivirulence Activities of 6-Gingerol and 6-Shogaol Against *Candida albicans* Due to Hyphal Inhibition

**DOI:** 10.3389/fcimb.2018.00299

**Published:** 2018-08-28

**Authors:** Jin-Hyung Lee, Yong-Guy Kim, Pilju Choi, Jungyeob Ham, Jae Gyu Park, Jintae Lee

**Keywords:** antivirulence, biofilm, *C. albicans*, gingerol, hyphae, shogaol

## Abstract

*Candida albicans* is an opportunistic pathogen and responsible for candidiasis. *C. albicans* readily forms biofilms on various biotic and abiotic surfaces, and these biofilms can cause local and systemic infections. *C. albicans* biofilms are more resistant than its free yeast to antifungal agents and less affected by host immune responses. Transition of yeast cells to hyphal cells is required for biofilm formation and is believed to be a crucial virulence factor. In this study, six components of ginger were investigated for antibiofilm and antivirulence activities against a fluconazole-resistant *C. albicans* strain. It was found 6-gingerol, 8-gingerol, and 6-shogaol effectively inhibited biofilm formation. In particular, 6-shogaol at 10 μg/ml significantly reduced *C. albicans* biofilm formation but had no effect on planktonic cell growth. Also, 6-gingerol and 6-shogaol inhibited hyphal growth in embedded colonies and free-living planktonic cells, and prevented cell aggregation. Furthermore, 6-gingerol and 6-shogaol reduced *C. albicans* virulence in a nematode infection model without causing toxicity at the tested concentrations. Transcriptomic analysis using RNA-seq and qRT-PCR showed 6-gingerol and 6-shogaol induced several transporters (*CDR1, CDR2*, and *RTA3*), but repressed the expressions of several hypha/biofilm related genes (*ECE1* and *HWP1*), which supported observed phenotypic changes. These results highlight the antibiofilm and antivirulence activities of the ginger components, 6-gingerol and 6-shogaol, against a drug resistant *C. albicans* strain.

## Introduction

*Candida albicans* is an opportunistic pathogen normally present on skin and mucous membranes, such as, those of the vagina, mouth, and rectum. *C. albicans* colonizes host tissues and various indwelling medical devices (Ramage et al., 2005; Sardi et al., 2013) and readily develops biofilms on biotic and abiotic surfaces that are intrinsically resistant to conventional antifungal therapeutics and the host immune system (Nobile et al., 2006b). *C. albicans* can grow as oval budding yeasts, pseudohyphae, or true hyphae. For biofilm development, yeast cells initially attach to a surface, and this is then followed by germ tube formation and hyphal transition, and mature biofilms are typically formed within 24 h (Nobile et al., 2006b). The transition of yeast cells to hyphal cells appears to regulate biofilm maturation, and hyphal transition is considered a crucial virulence factor in *Candida* infections (Carradori et al., 2016). Also, many clinical isolates of *C. albicans* exhibit drug resistance against commercial antifungals, such as, azoles and polyenes, which are used to treat candidiasis (Tobudic et al., 2010; Taff et al., 2013; Sandai et al., 2016). Hence, novel antivirulence drugs not prone to the development of antifungal resistance, are required to eradicate *C. albicans* biofilms and virulence.

Phytochemicals are important sources for antimicrobial and antibiofilm agents against drug resistant microorganisms (Nascimento et al., 2000). Recently, several studies have demonstrated ginger components have antibiofilm activities against pathogenic bacteria, such as, ginger water extract against *Pseudomonas aeruginosa* (Kim and Park, 2013) and against *Salmonella Typhimurium* and *Escherichia coli* (Khiralla, 2015), and zingerone (Kumar et al., 2013), raffinose (Kim et al., 2016a), 6-gingerol (Kim et al., 2015), and 6- and 8-gingerol analogs (Choi et al., 2017) against *P. aeruginosa*. However, the antibiofilm activities of ginger components have not been studied in any yeast species.

In this study, the antibiofilm activities of six ginger components, namely, 6-gingerol, 8-gingerol, 10-gingerol, 6-shogaol, 8-shogaol, and 10-shogaol, were initially investigated against antifungal-resistant *C. albicans* strain. Two active compounds 6-gingerol and 6-shogaol were further evaluated with respect to hyphal and virulence inhibition. Scanning electron microscopy (SEM) and confocal laser scanning microscopy (CLSM) were used to investigate the effects of 6-gingerol and 6-shogaol on morphological changes, biofilm formation, and on the hyphal growth of *C. albicans*. The molecular basis of the alterations in *C. albicans* physiology upon exposure to 6-gingerol and 6-shogaol was also investigated using RNA-seq and qRT-PCR. In addition, an *in vivo Caenorhabditis elegans* model was used to confirm the antivirulence efficacies of 6-gingerol and 6-shogaol. This is the first report to be issued regarding the use of 6-gingerol or 6-shogaol to inhibit *C. albicans* biofilm formation and hyphal formation and to reduce the virulence of this pathogen.

## Materials and methods

### Strains and medium

In this study, we used fluconazole resistant *C. albicans* strain DAY185 (minimum inhibitory concentration >1,024 μg/ml). *C. albicans* was maintained in potato dextrose agar (PDA) or potato dextrose broth (PDB). The gingerols and shogaols (6-gingerol, 8-gingerol, 10-gingerol, 6-shogaol, 8-shogaol, and 10-shogaol) used in this study were purchased from Sigma-Aldrich (St. Louis, USA) and dissolved in dimethyl sulfoxide (DMSO). DMSO was used as a negative control for all experiments and the concentration of DMSO in media did not exceed 0.1% (vol/vol), which did not affect the antibiofilm or antivirulence activities. Cell growths and turbidities were measured using spectrophotometer (UV-160, Shimadzu, Japan) at 620 nm.

### Assays for biofilm formation

*Candida* biofilms were developed on 96-well polystyrene plates, as previously reported (Lee et al., 2011). Briefly, a 2-day single colony was inoculated into 25 ml of PDB and incubated overnight at 37°C. Overnight cultures at an initial turbidity of 0.1 at 600 nm were then inoculated into PDB (final volume 300 μl) with or without a gingerol or a shogaol, and incubated for 24 h without shaking at 37°C. Biofilm cells that adhered to the 96-well plates were stained with 0.1% crystal violet (Sigma-Aldrich, St. Louis, USA) for 20 min, washed repeatedly with sterile distilled water, and resuspended in 95% ethanol. Plates were read at 570 nm and results are presented as the averages of at least six repetitions.

### Confocal laser scanning microscopy assay of biofilm formation

*C. albicans* biofilms were grown on 96-well plates with or without 6-gingerol or 6-shogaol without shaking for 24 h. Planktonic cells were then removed by washing with water three times, and biofilms were stained with carboxyfluorescein diacetate succinimidyl ester (a minimally fluorescent lipophile; Invitrogen, Molecular Probes, Inc, Eugene, USA) (Lee et al., 2016). Plate bases were then visualized using an (a 488 nm) Ar laser (emission 500 to 550 nm) under a confocal laser microscope (Nikon Eclipse Ti, Tokyo), and COMSTAT biofilm software (Heydorn et al., 2000) was then used to calculate biovolumes (μm^3^ μm^−2^), mean biofilm thicknesses (μm), and substratum coverages (%). Two independent cultures were performed under each experimental condition and at least 10 random positions were assayed.

### Observation of *C. albicans* colony morphologies on solid media

A freshly prepared glycerol stock of *C. albicans* was used to streak on PDA plates supplemented with and without 6-gingerol or 6-shogaol. Plates were then incubated for 7 days at 37°C and temporal changes in colony morphologies were observed using an iRiS™ Digital Cell Imaging System (Logos Bio Systems, Korea).

### Hyphal assay in liquid media

Cell aggregation was analyzed as previously described (Zelante et al., 2012). Briefly, *C. albicans* cells were inoculated into 2 ml of PDB medium or RPMI-1640 medium at density of 10^5^ CFU/ml in 14 ml test tubes with or without 6-gingerol or 6-shogaol and incubated at 37°C for 24 h with shaking at 250 rpm. Cell cultures (2 ml) were then transferred into glass-bottom dishes and observed. Aggregated cells were visualized in bright field using the iRiS^TM^ Digital Cell Imaging System (Logos Bio Systems, Korea) at a magnification of 4x. At least, four independent experiments were conducted.

### Microscopic imaging of hyphal formation

Scanning electron microscopy (SEM) was used to observe the morphologies of biofilm cells attached to a nylon membrane, as previously described (Kim et al., 2016b). Briefly, a nylon membrane was cut into 0.5 × 0.5 cm pieces and placed in 96-well plates containing *C. albicans* grown with or without 6-gingerol or 6-shogaol and incubated for 24 h at 37°C. Cells that adhered to the nylon membrane were fixed with glutaraldehyde (2.5%) and formaldehyde (2%) for 24 h and then post-fixed using osmium, dehydrated with an ethanol series (50, 70, 80, 90, 95, and 100%), and isoamyl acetate. After critical-point drying, cells were examined and imaged using a S-4100 scanning electron microscope (Hitachi, Japan) at a voltage of 15 kV.

### RNA isolation for RNA-Seq and quantitative real-time PCR (qRT-PCR)

For transcriptomic analyses, 25 ml of *C. albicans* at an initial turbidity of 0.1 at OD_600_ was inoculated into PDB in 250 ml Erlenmeyer flasks and incubated for 4 h at 37°C with agitation (250 rpm) in the presence or absence of 6-gingerol (50 μg/ml) or 6-shogaol (10 μg/ml). To prevent RNA degradation, RNase inhibitor (RNAlater, Ambion, TX, USA) was added to cells. Total RNA was isolated using a hot acidic phenol method (Amin-ul Mannan et al., 2009), and RNA was purified using a Qiagen RNeasy mini Kit (Valencia, CA, USA).

### RNA-Seq and RNA library preparation and sequencing

For RNA-Seq, a RNA library was constructed using the SMARTer Stranded RNA-Seq Kit (Clontech Laboratories, Inc., USA). Briefly, 2 μg of total RNA was incubated with magnetic beads decorated with oligo-dT and then RNAs, other than mRNA, were removed using washing solution. Library production was initiated by the random hybridization of starter/stopper heterodimers to poly(A) RNA bound to the magnetic beads. These starter/stopper heterodimers contained Illumina-compatible linker sequences. A single-tube reverse transcription and ligation reaction extended the starter to the next hybridized heterodimer, where the newly-synthesized cDNA insert was ligated to the stopper. Second strand synthesis was performed to release the library from the beads, and the library was then amplified. Barcodes were introduced when the library was amplified. High-throughput sequencing was performed by paired-end 100 sequencing using HiSeq 2500 (Illumina, Inc., USA).

### RNA-Seq data analysis

mRNA-Seq reads were mapped using TopHat software (Trapnell et al., 2009) in order to obtain the alignment file. Differentially expressed genes were identified based on counts from unique and multiple alignments using Bedtools (Quinlan and Hall, 2010). RT (Read Count) data were processed by Quantile normalization using Bioconductor (Gentleman et al., 2004). The alignment files also were used to assemble transcripts, estimate their abundances, and to detect the differential expressions of genes or isoforms using Cufflinks. FPKM (fragments per kilobase of exon per million fragments) was used to determine the expression levels of gene regions. Gene classification was based on the results of searches performed using DAVID (http://david.abcc.ncifcrf.gov/). The RNA-seq data were deposited at NCBI Gene Expression Omnibus and are accessible through accession number GSE117201. Differentially expressed gene study was analyzed with the DEG analysis method in ExDEGA (Excel based Differentially Expressed Gene Analysis) tool and classified by biological processes. Gene ontology analysis was performed at QuickGO (www.ebi.ac.uk/QuickGO/). KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analyses of the RNA-seq data were performed with the KEGG Mapper tool (http://www.genome.jp/kegg/tool/map_pathway2.html).

### qRT-PCR

qRT-PCR was used to determine the expressions of hyphae-related genes (*ALS1, ALS3, ECE1, ECM38, EED1 EFG1, HYR1, HWP1, RBT1, SAP4*, and *UME6*). The specific primers and housekeeping gene (*RDN18*) used for qRT-PCR are listed in Supplementary Table S2. The qRT-PCR method used was as described by Kim et al. (2016b), and performed using SYBR Green master mix (Applied Biosystems, Foster City, USA) and an ABI StepOne Real-Time PCR System (Applied Biosystems). At least two independent cultures were used.

### Antivirulence and toxicity assays using the *Caenorhabditis elegans* model

For the antivirulence assay, we used *C. elegans* strain *fer-15 (b26)*; *fem-1 (hc17)*, as previously described (Manoharan et al., 2017a). Briefly, synchronized adult worms were fed on *C. albicans* lawns for 4 h at 25°C and then collected after washing three times with M9 buffer. Approximately 30 worms were then added to each well of 96-well plates containing PDB medium (300 μl) with or without 6-gingerol (10 or 50 μg/ml) or 6-shogaol (10 or 50 μg/ml). Assay plates were then incubated for 4 days at 25°C without shaking. For toxicity assays, 30 non-infected worms were pipetted into single wells of a 96-well dish containing M9 buffer and solutions of 6-gingerol or 6-shogaol were added to final concentrations of (0, 100, 200, or 500 μg/ml) without *C. albicans*. Plates were then incubated for 4 days at 25°C without shaking. Three independent experiments were performed in triplicate. Results are expressed as percentages of live worms (survival), as determined by responses to platinum wire touching after incubation for 4 days. Observations were made using an iRiS™ Digital Cell Imaging System (Logos Bio Systems, Korea).

### Statistical analysis

Replication numbers for assays are provided above and results are expressed as means ± standard deviations. The statistical analysis was performed by one-way ANOVA followed by Dunnett's test using SPSS version 23 (SPSS Inc., Chicago, IL, USA). *P*-values of < 0.05 were regarded significant.

## Results

### Inhibitory effects of gingerols and shogaols on *C. albicans* biofilm formation

Initially, we investigated whether three gingerols (6-gingerol, 8-gingerol, and 10-gingerol) and three shogaols (6-shogaol, 8-shogaol, and 10-shogaol) affect biofilm formation by fluconazole-resistant *C. albicans* DAY185, cell growth was also measured in the presence of these agents. Of the six compounds, 6-gingerol, 8-gingerol, and 6-shogaol significantly reduced biofilm formation at concentrations of 10, 50, and 100 μg/ml, while 10-gingerol, 8-shogaol, and 10-shogaol at 100 μg/ml had no effect (Figure 1). In particular, 6-shogaol most significantly inhibited biofilm formation in a dose-dependent manner (Figure 1D). Specifically, 6-shogaol inhibited biofilm formation by 85, 94, and 94% at concentrations of 10, 50, and 100 μg/ml, respectively (Figure 1D). In addition, 6-gingerol and 8-gingerol at 50 μg/ml inhibited biofilm formation by 88 and 80%, respectively (Figures 1A,B). It appeared the antibiofilm activities of gingerols and shogaols were related to the number of carbon side chains as larger carbon side chain numbers appeared to decrease antibiofilm activity in 10-gingerol, 8-shogaol, and 10-shogaol (Figures 1C,E,F). Notably, none of the three gingerols or three shogaols at concentrations up to 100 μg/ml inhibited the planktonic cell growth of *C. albicans* (Figures 1A–F).

**Figure 1:**
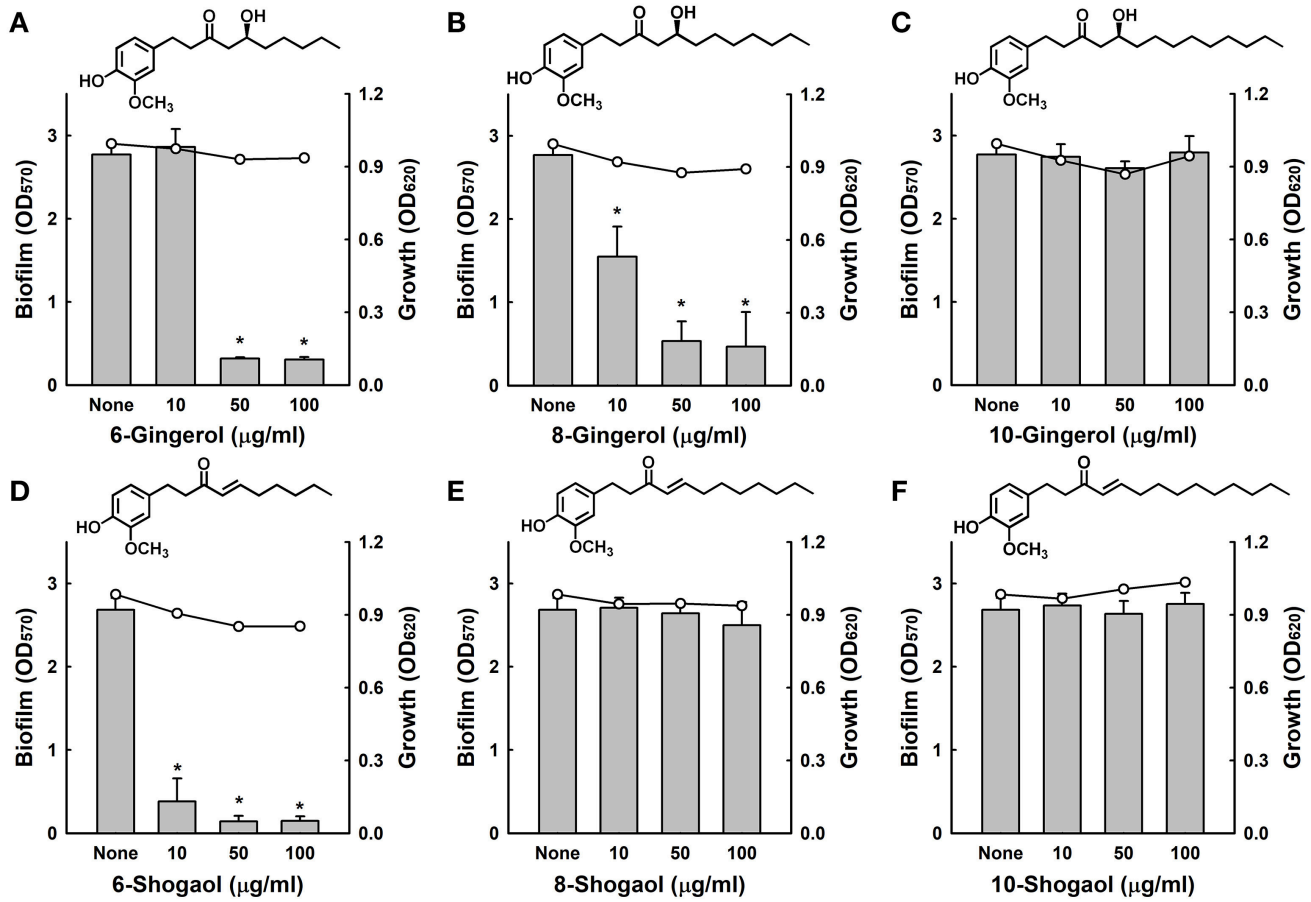
Antibiofilm activities of gingerols and shogaols against *C. albicans*. The antibiofilm activities of three gingerols **(A–C)** and three shogaols **(D–F)** against *C. albicans* DAY185 in PDB medium were determined after culture for 24 h. Bars indicate biofilm formation and lines indicate planktonic cell growth. The chemical structures of gingerols and shogaols are shown. *P < 0.05 *vs*. non-treated controls. None; non-treated control.

The antifungal activities of 6-gingerol and 6-shogaol were investigated by measuring minimum inhibitory concentrations (MIC), and for 6-gingerol and 6-shogaol MICs were 1000 μg/ml and > 2000 μg/ml, respectively, against *C. albicans* DAY185. These results support the notion that biofilm formation by *C. albicans* was effectively inhibited by the antibiofilm activities of 6-gingerol and 6-shogaol and not by their fungicidal activities. Furthermore, the observed biofilm inhibition in the absence of any effect on planktonic cell growth suggests that unlike conventional fungicides, 6-gingerol and 6-shogaol may less prone to the development of drug resistance.

Confocal laser microscope images showed that *C. albicans* formed dense biofilms in non-treated control samples, and that in the presence of 6-gingerol or 6-shogaol biofilm cellular densities and thicknesses were dramatically reduced (Figure 2A). Biofilm reduction was further confirmed by COMSTAT analysis, which showed 6-gingerol at 50 μg/ml and 6-shogaol at 10 μg/ml significantly reduced biofilm biomass, average thickness, and substrate coverage (Figure 2B). Specifically, biofilm biomass, thickness, and substrate coverage were reduced by 6-shogaol by more than 95% vs. the untreated control.

**Figure 2:**
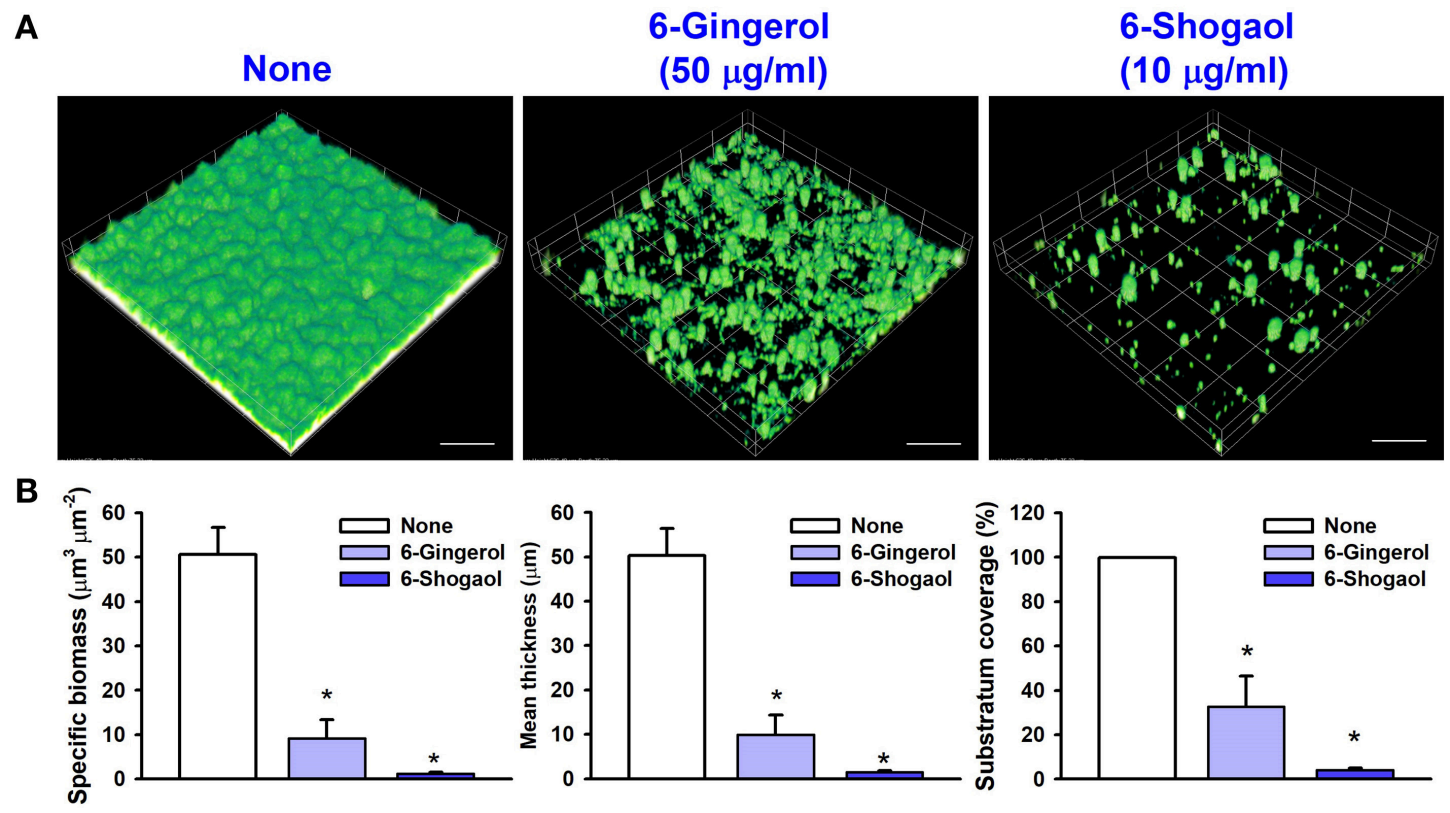
Microscopic observations of the inhibitory effects of 6-gingerol and 6-shogaol on biofilms. Biofilm formation by *C. albicans* on polystyrene plates was observed in the presence of 6-gingerol at 50 μg/ml or 6-shogaol at 10 μg/ml by confocal laser microscopy **(A)**. Scale bars represent 100 μm. Biofilm formation was quantified by using COMSTAT **(B)**. *P < 0.05 *vs*. non-treated controls. None; non-treated control.

### 6-Gingerol and 6-Shogaol inhibited hyphal growth and cell aggregation

To examine the effects of 6-gingerol and 6-shogaol on *C. albicans* morphology, a temporal observation of *C. albicans* colonies on potato dextrose agar (PDA) was performed and scanning electron microscope (SEM) was also used. Whereas hyphal protrusions from colonies of untreated *C. albicans* were observed after 3 days of incubation, in the presence of 6-shogaol at 10 μg/ml suppressed hyphal protrusions for 7 days (Figure 3A). Furthermore, 6-shogaol at 10 μg/ml was found to more effectively suppress hyphal protrusions than 6-gingerol at 50 μg/ml. SEM analysis also confirmed 6-gingerol and 6-shogaol substantially suppressed hyphal formation. As shown in Figure 3B, non-treated biofilms consisted predominately of hyphae and few pseudohyphae, where biofilms grown in the presence of 6-gingerol or 6-shogaol had shorter hyphae and more yeast cells.

**Figure 3:**
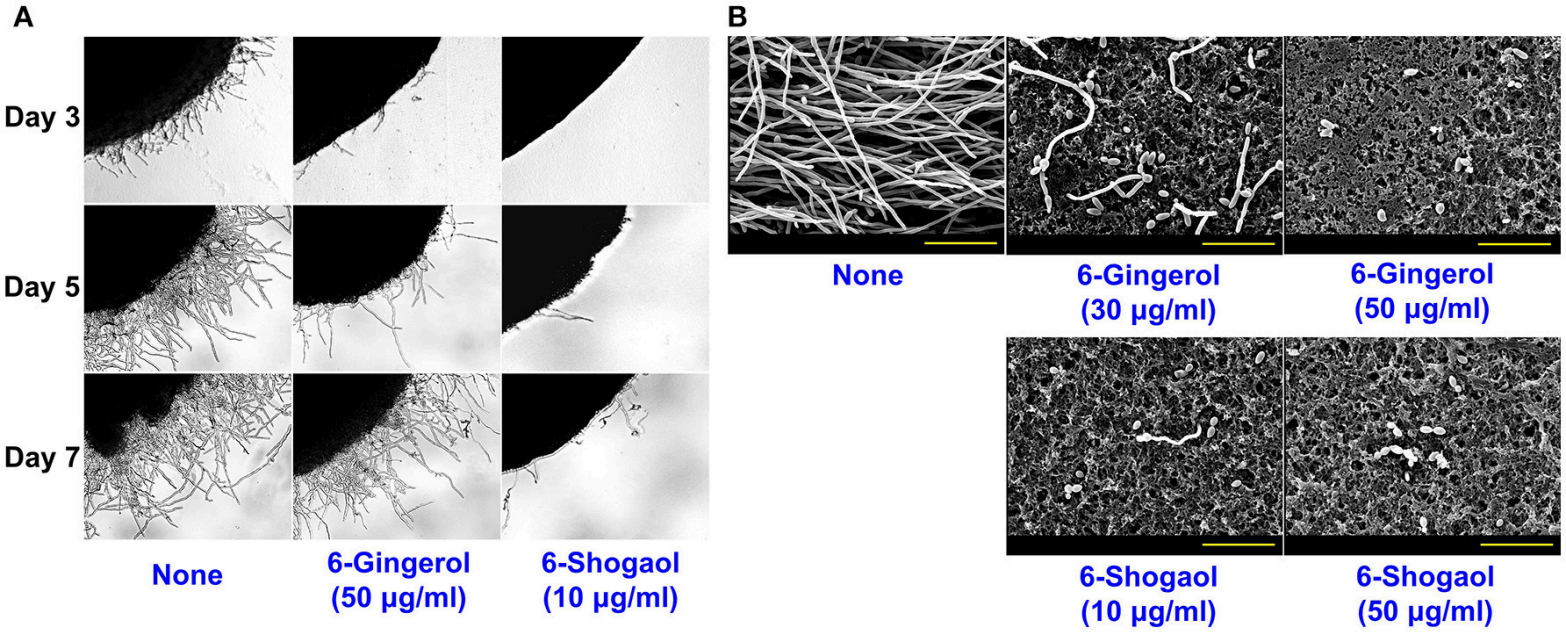
Effects of 6-gingerol and 6-shogaol on the hyphal morphogenesis of *C. albicans*. *C. albicans* morphology on solid media **(A)**. *C. albicans* was streaked on PDA solid plates in the absence or presence of 6-gingerol or 6-shogaol. Colony morphologies were observed during incubation for 7 days at 37°C. Inhibitions of hyphal growths by 6-gingerol or 6-shogaol in *C. albicans* biofilms were visualized by SEM **(B)**. The scale bar represents 30 μm. None; non-treated control.

It is generally believed yeast-to-hypha-transition and cell aggregation are prerequisites of biofilm development by *C. albicans* (Chandra et al., 2001). In liquid potato dextrose broth (PDB) medium, hyphal inhibition was evident in the presence of 6-gingerol or 6-shogaol and more marked in the presence of 6-shogaol (Figure 4A). Another hyphal assay was performed using RPMI-1640 medium, which promotes hyphal formation (Kucharikova et al., 2011). After incubation for 24 h, mostly hyphae and large cell aggregations entangled by hyphae were observed in the control sample whereas treatment with 6-gingerol or 6-shogaol resulted in much smaller cell aggregations in a dose-dependent manner (Figure 4B). Furthermore, hyphal and cell aggregation results were in-line with the observed antibiofilm activities of 6-gingerol and 6-shogaol. Taken together, these results show 6-gingerol and 6-shogaol both potently inhibited hyphal formation and cell aggregation, and thus, suggest these two agents reduced biofilm formation by *C. albicans*.

**Figure 4:**
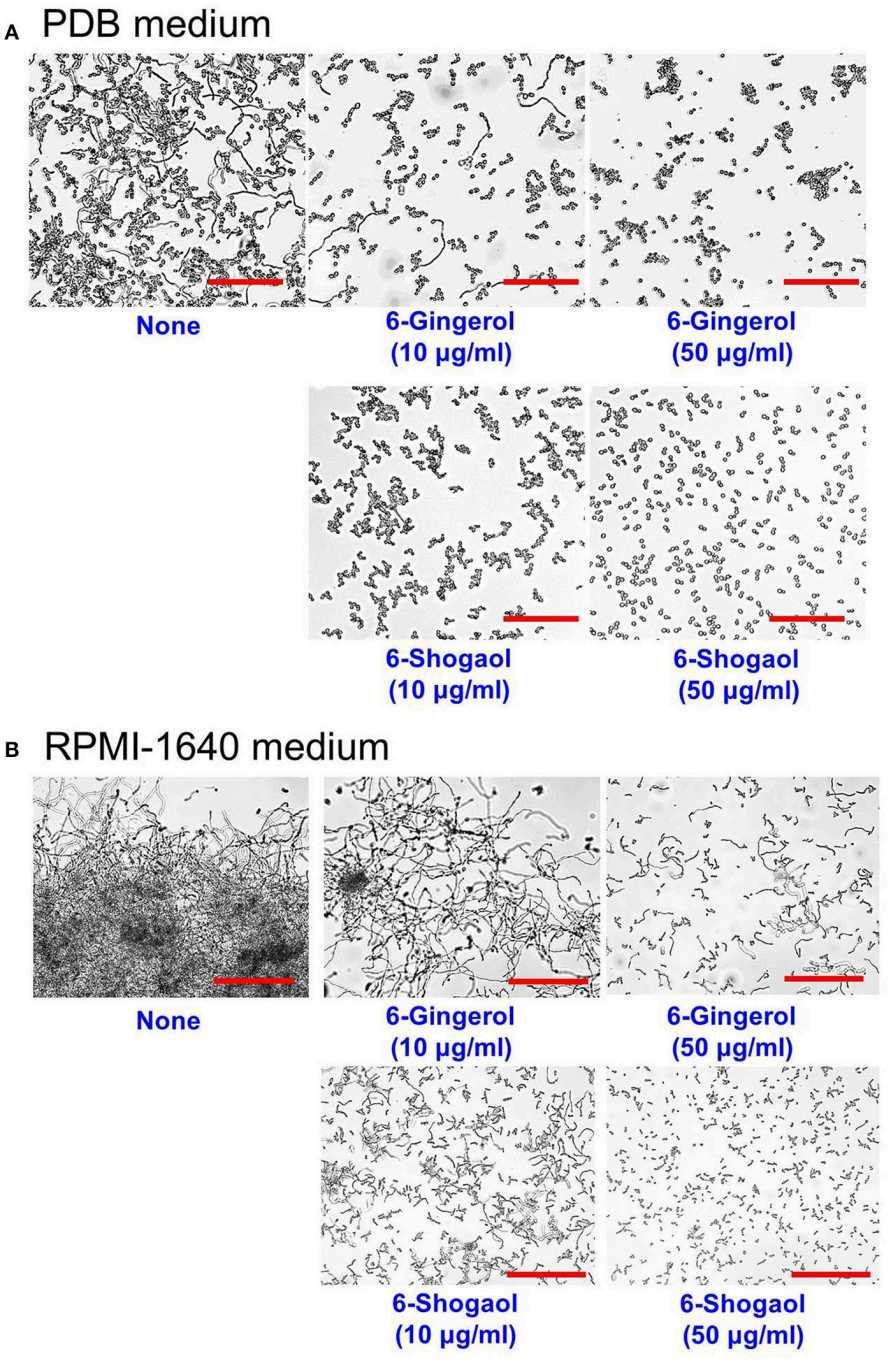
Inhibitions of hyphal filamentation and aggregation by 6-gingerol and 6-shogaol in liquid medium. Inhibitions of hyphal filamentation in PDB medium **(A)** and in RPMI medium **(B)**. *C. albicans* cells were grown for 24 h in PDB medium or RPMI-1640 medium in the absence or presence of 6-gingerol or 6-shogaol. Hyphae were visualized after incubation for 24 h. The scale bar represents 200 μm. None; non-treated control.

### Differential gene expressions by 6-Gingerol and 6-Shogaol

The molecular bases of the effects of 6-gingerol or 6-shogaol on biofilm formation and hyphal growth were investigated by RNA-seq and qRT-PCR. RNA-seq was first used to determine differential gene expressions in untreated sample and treated samples. 

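RNA from 3 cultures of C. albicans DAY185 was sequenced, 1 without compound, 1 with 6-gingerol at 50 μg/ml and 1 with 6-shogaol at 10 μg/ml. Cells were inoculated into 25 ml of PDB medium at a turbidity of 0.1 and incubated for 4 h at 37°C with shaking at 250 rpm. The sample labels describe the control as receiving no compound, and the methods name DMSO as the negative control of all experiments. The methods give 2 μg of total RNA per library and the labels 1.3 μg. RNA-seq counts the sequenced fragments of mRNA that fall on each gene. The authors mapped the read pairs with TopHat, counted unique and multiple alignments on genes with Bedtools and normalized the counts between libraries, by quantile normalization according to the methods. Counting multiple alignments means that a read from near-identical genes, such as members of the ALS family, could be counted on each of them. The deposited values are 1 log2 value per gene and library for 2821 genes listed by a symbol and 3209 listed by a systematic identifier. Taken back to a linear scale as 2 to the power of the value, less 1, they summed to 18034926 normalized counts in the control, 18470190 with 6-gingerol and 18290888 with 6-shogaol. These sums were set by the normalization and are not the numbers of reads. Values between 0.5 and 9 normalized counts lay within 0.05 of a whole number for 100% of 102 genes in the control, so that 1 normalized count was close to 1 read there. The corresponding spacing of low values was 1.22 normalized counts in the 6-gingerol library and 1.02 in the 6-shogaol library. The sorted log2 values of the libraries differed by a median of 0.02 and by at most 1.02, so their distributions were close and not identical. Fold changes were computed as 2 to the power of the difference in log2 value from the control, and reductions are given as negative numbers, as in Supplementary Table S1. No value was added before the ratio beyond what the deposited values hold. The 5958 genes with a log2 value of at least 3 in at least 1 library were kept. With 1 library per condition, none of the differences has a replicate check and no p-value is given.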

Genes differentially expressed by at least 2-fold were selected and sorted into four functional categories including biofilm and hyphae-related genes or virulence-related genes (Supplementary Table S1). 

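Of the 5958 genes kept, 180 changed at least 2-fold with 6-gingerol and 193 with 6-shogaol. The fold threshold moved these numbers most. At 1.5-fold they were 524 and 487, and at 3-fold 66 and 70. Supplementary Table S1 lists 125 genes, 40 under biofilm and hyphae-related proteins, 8 under virulence-related genes, 15 under others and 62 under hypothetical proteins. Of its 250 fold changes, 248 equalled the fold change computed from the log2 values to the printed digit. All 125 listed genes had a log2 value of at least 5 in at least 1 library, and the lowest of these highest values was 5.09. All 125 changed at least 2-fold with 6-gingerol. With 6-shogaol, 78 had a printed fold change of at least 2, and 75 passed 2-fold before rounding.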

Overall, expression trends were similar after treatment with 6-gingerol at 50 μg/ml or 6-shogaol at 10 μg/ml. However, in view of the concentrations used 6-shogaol clearly had a greater effect than 6-gingerol. 

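Across the 5958 genes, the log2 fold changes with 6-gingerol and with 6-shogaol had a Pearson correlation of 0.659 (95% interval 0.605 to 0.712 from 1000 bootstrap resamples of genes) and a Spearman correlation of 0.737 (0.719 to 0.754). Genes are not independent replicates, so the intervals describe these libraries only. Both fold changes share the single control library, which by itself makes them correlate. With the 6-gingerol library as the shared reference the Pearson correlation was 0.348, and with the 6-shogaol library 0.475. Of 275 genes changed at least 2-fold with either compound, 237 (86.2%) changed in the same direction with both and 38 in opposite directions. At least 2-fold in the same direction with both were 91 genes, 34 raised and 57 lowered. Opposite changes of at least 2-fold were seen for 7 genes. Among the scalings and filters set before the data were examined, the Pearson correlation moved most when genes were required to have a log2 value of at least 3 in every library, to 0.745.

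**Figure D1:**
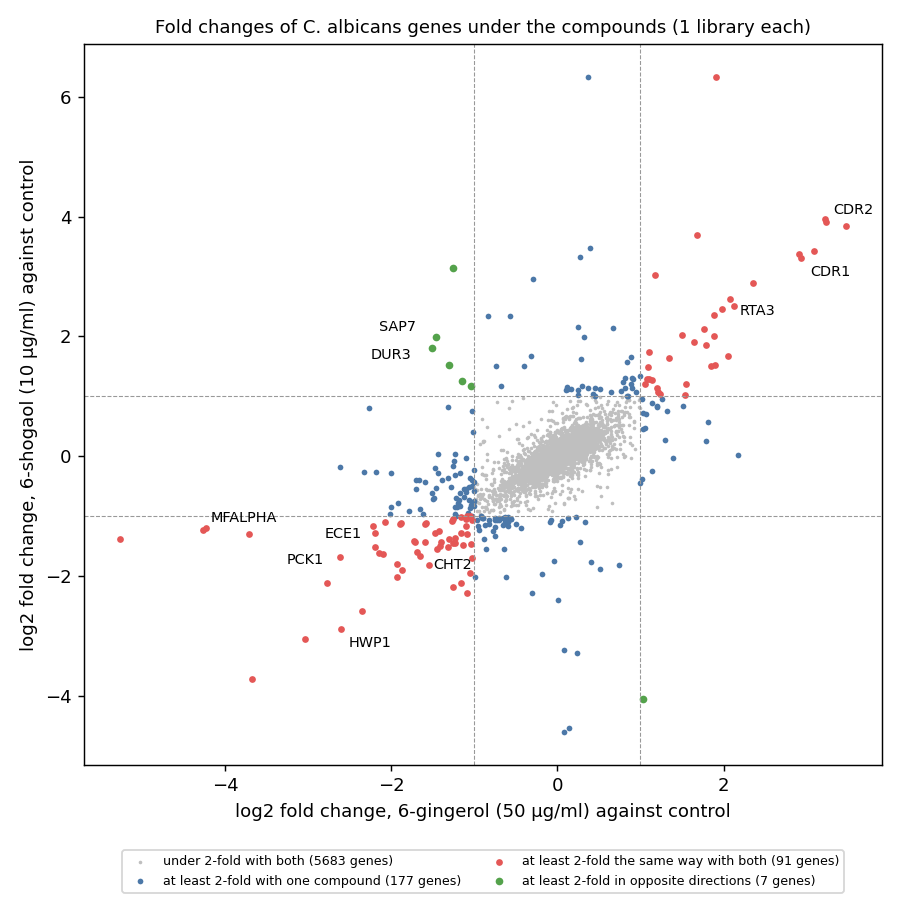
Log2 fold change of each of 5958 genes with 6-gingerol (horizontal axis) and with 6-shogaol (vertical axis) against the control, 1 library each; dashed lines mark 2-fold. The 91 red points passed 2-fold in the same direction with both compounds, the 177 blue points with 1 compound only, the 7 green points in opposite directions, and the 5683 grey points with neither.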

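Among the 275 genes changed at least 2-fold with either compound, 155 (56.4%, 95% Wilson interval 50.5 to 62.1%) had the larger absolute log2 fold change with 6-shogaol. The interval covers counting error only, since genes are not independent replicates. The slope of the 6-shogaol on the 6-gingerol log2 fold changes of these genes was 0.746 (95% bootstrap interval 0.636 to 0.847). Of the 91 genes changed in the same direction with both compounds, 53 changed more with 6-shogaol. These were 26 of the 34 raised genes and 27 of the 57 lowered genes. Among the 125 genes of Supplementary Table S1 the median absolute log2 fold change was 1.34 with 6-gingerol and 1.16 with 6-shogaol, but all of these genes had passed 2-fold with 6-gingerol. The concentration of 6-gingerol was 5 times that of 6-shogaol.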

The addition of 6-gingerol significantly altered the expressions of 125 genes by more than 2-fold; 37 genes were up-regulated and 88 genes were down-regulated. Similarly, the addition of 6-shogaol significantly altered the expressions of 78 genes; 29 genes were up-regulated and 49 genes were down-regulated.

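With 6-gingerol, 180 of the 5958 genes changed at least 2-fold, 54 raised and 126 lowered. Among genes with a log2 value of at least 5 in at least 1 library the number was 132, of which 40 were raised and 92 lowered. Among those that also changed at least 2-fold in the same direction with 6-shogaol, the 5 largest increases were in CAALFM_C303460CA (11.1-fold), CAALFM_C403340CA (9.43-fold), CDR2 (9.29-fold), a gene with a systematic identifier only (8.54-fold) and CDR1 (7.64-fold). Neither the deposited values nor Supplementary Table S1 gives another name for such identifiers. The largest reductions were in CAALFM_C104800CA, with a fold change of -38.4, and MFALPHA, with -19.3. MFALPHA had 187.7 normalized counts in the control, 8.8 with 6-gingerol and 79.7 with 6-shogaol. The other 3 of the 5 largest reductions were in genes with identifiers only, with fold changes of -18.7, -13.1 and -12.8. All 5 lie in 1 stretch of 151 neighbouring genes, in which 16 low-expressed genes had a median of 175 more normalized counts in the control than with 6-gingerol. The stretches of this kind held 20 of the 126 lowered genes.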

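With 6-shogaol, 193 of the 5958 genes changed at least 2-fold, 82 raised and 111 lowered. With a log2 value of at least 5 in at least 1 library the number was 153, of which 66 were raised and 87 lowered. Among the 125 genes of Supplementary Table S1, 78 had a printed fold change of at least 2, 29 raised and 49 lowered. Outside that table, a further 78 genes with a log2 value of at least 5 in at least 1 library changed at least 2-fold with 6-shogaol, 37 raised and 41 lowered, against 7 with 6-gingerol. The largest changes were ranked among genes past 2-fold in the same direction with both compounds. These genes also had a log2 value of at least 5 in the library where they are higher. The largest increase was 80.4-fold, in a gene with a systematic identifier only that had 0 normalized counts in the control and 79.4 with 6-shogaol. This gene and the fifth lie in a run of 8 neighbouring low-expressed genes with a median of 67.0 more normalized counts with 6-shogaol than in the control. The next were CDR2 (15.5-fold), CAALFM_C403340CA (15.0-fold), CAALFM_C303460CA (14.3-fold) and, as the fifth, another gene with an identifier only (12.9-fold). Within the same limits, the largest reductions were in CAALFM_C105150CA, with a fold change of -13.1, a gene with an identifier only (-8.25), HWP1 (-7.39), FAV1 (-6.02) and PHO112 (-4.35). Some genes outside these limits had larger reductions with 6-shogaol. Among them were CFL11 (-24.3, against 1.05 with 6-gingerol) and MDJ2 (-9.38, against 1.06). CFL11 had 148.7 normalized counts in the control and 5.2 with 6-shogaol, so its fold change rests on a low value. A gene with an identifier only had nearly the same log2 values as CFL11. That gene lies in a run of neighbouring low-expressed genes that were lower with 6-shogaol than in the control. CAALFM_C105150CA lies in the stretch of 151 neighbouring genes whose low-expressed members had more normalized counts in the control than with 6-gingerol. The stretches of this kind held 30 of the 193 genes, 15 raised and 15 lowered.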

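Changes were also examined over lists of genes written from general knowledge and from the paper before the deposited values were opened. Supplementary Table S1 of the paper gives fold changes of these same libraries. Lists that share genes with it are therefore not independent of them, and HWP1, ECE1, UME6 and IHD1 are such genes. Each list is described by its median log2 fold change and the percentile of that median among 10000 random lists of the same size, matched on mean expression. The percentiles describe these libraries and are not tests of the conditions. Of the 12 hyphal genes that the paper chose for qRT-PCR, 11 were found under their symbols. Their median log2 fold change was -0.26 with 6-gingerol (percentile 1.94), with all 11 lowered, and -0.12 with 6-shogaol (percentile 11.7), with 8 lowered and 3 raised. With 6-gingerol, ALS1, ALS3, HYR1 and RBT1 were close to no change, with log2 fold changes between -0.05 and -0.025. Among genes with a log2 value of at least 5 in at least 1 library, which leaves out SAP4, the 6-shogaol percentile moved to 0.43. The 6-gingerol percentile moved to 2.63 with this filter and so left the outer 2.5% of random lists. A wider list of genes known to be induced in hyphae, 17 of which were found, had medians of -0.62 with 6-gingerol (percentile 0) and -0.43 with 6-shogaol (percentile 0.03). With 6-gingerol 16 of the 17 were lowered, and with 6-shogaol 14. HWP1 had the lowest log2 fold change of this list with both compounds, -2.60 and -2.89. IHD1, also on this list, had fold changes of -4.27 and -3.10.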

Notably, these expressional changes involved various biofilm- and hypha-related genes (Supplementary Table S1). Specifically, *HWP1* (hyphal cell wall protein, also known as *ECE2*) and *ECE1* (hypha-specific protein) were repressed by 6-gingerol or 6-shogaol by more than 7- and 2-fold, respectively, and *CDR1* and *CDR2* (multidrug transporter) and *RTA3* (lipid-translocating exporter) were up-regulated by 6-gingerol or 6-shogaol more than 4-fold. qRT-PCR was used to confirm gene expressional changes of highly differentially expressed loci in the 6-gingerol and 6-shogaol RNA-seq experiments. qRT-PCR for 15 selected genes showed differential changes in expression that generally concurred with RNA-seq assay results (Figure 5). 

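HWP1, which encodes a wall protein of hyphae, had 4588 normalized counts in the control, 755.4 with 6-gingerol and 620.2 with 6-shogaol, which are fold changes of -6.07 and -7.39. ECE1 had far fewer, 42.9 in the control, 8.6 with 6-gingerol and 14.3 with 6-shogaol, with fold changes of -4.58 and -2.87. CDR1 rose from 9809 normalized counts to 74968 with 6-gingerol (7.64-fold) and 97424 with 6-shogaol (9.93-fold). CDR2 rose from 2158 to 20059 (9.29-fold) and 33502 (15.5-fold). RTA3 rose from 1648 to 6974 (4.23-fold) and 10197 (6.19-fold). CDR1 and CDR2 encode related ABC transporters, and the counting of multiple alignments could have placed reads from one on the other. Among the alternatives tried, ECE1 moved most, from a log2 fold change of -2.20 with 6-gingerol to -2.02 after quantile normalization of the deposited values.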

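The 4 genes compared here between RNA-seq and qRT-PCR did not all move in the same direction with 6-shogaol in the RNA-seq libraries. CDR1 and RTA3 were raised, with log2 fold changes of 3.31 and 2.63, and HWP1 and CHT2 were lowered, with -2.89 and -1.51. CHT2, which encodes a chitinase, had 2015 normalized counts in the control and 705.2 with 6-shogaol, a fold change of -2.85. The fold changes of the other 3 genes were 9.93 for CDR1, 6.19 for RTA3 and -7.39 for HWP1. Under 3 other scalings and an added count of 1, the log2 fold change of CDR1 lay between 3.19 and 3.31 and that of HWP1 between -2.91 and -2.88.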

For 6-shogaol experiment, RNA-seq and qRT-PCR showed the genes were repressed to similar extents, i.e., 10-fold vs. 20-fold for *CDR1*, 3-fold vs. 2-fold for *CHT2*, 12-fold vs. 9-fold for *HWP1*, 6-fold vs. 9-fold for *RTA3*, respectively. Similarly, 6-gingerol down-regulated the expression of *HWP1* and *CHT2*, and upregulated *CDR1* and *RTA3*. Nevertheless, the expressions of other biofilm and hyphae-related genes (*ALS1, ALS3, EFG1, HYR, PDR16, RBT1, SNQ2, TEC1*, and *UME6*) were unaffected by 6-gingerol or 6-shogaol. 

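With 6-gingerol, the log2 fold change of HWP1 was -2.60 and that of CHT2 was -1.32, where CHT2 had 2015 normalized counts in the control and 808.6 with 6-gingerol. CDR1 had a log2 fold change of 2.93 and RTA3 of 2.08. Each of these changes was smaller in size than the change of the same gene with 6-shogaol, in 1 library per compound.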

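In the RNA-seq libraries, ALS1 had log2 fold changes of -0.05 with 6-gingerol and 0.04 with 6-shogaol, ALS3 of -0.03 and -0.12, and RBT1 of -0.04 and -0.07. TEC1 had -0.26 and -0.08. HYR1, taken as the gene the paper calls HYR, had -0.03 and 0.34, and its 6-gingerol value was 0.03 after quantile normalization. EFG1 had -0.82 and -1.07, fold changes of -1.77 and -2.10. UME6 had 129.8 normalized counts in the control, 62.1 with 6-gingerol (a fold change of -2.07) and 64.4 with 6-shogaol, and after quantile normalization its log2 fold changes were -0.97 and -0.99. PDR16 was raised 3.94-fold with 6-gingerol and 5.47-fold with 6-shogaol. SNQ2 was raised 3.13-fold and 3.73-fold. ALS1 and ALS3 belong to a family of similar sequences, so their values are uncertain where reads with multiple alignments were counted.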

Taken together, RNA-seq and qRT-PCR results showed that 6-gingerol and 6-shogaol significantly altered the expressions of some hypha-specific (*HWP1* and *ECE1*), biofilm-related (*HWP1* and *RTA3*) and multidrug transporter (*CDR1* and *CDR2*) related genes.

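Under 4 alternatives, which were 3 other scalings and an added count of 1, the log2 fold changes of these 5 genes kept their direction and stayed past 2-fold. These alternatives use the same libraries, so they do not test the changes against other cultures. With 6-gingerol, HWP1 lay between -2.64 and -2.60, ECE1 between -2.23 and -2.02, CDR1 between 2.90 and 2.93, CDR2 between 3.18 and 3.22 and RTA3 between 2.05 and 2.08. With 6-shogaol, CDR2 lay between 3.91 and 3.96 and ECE1 between -1.54 and -1.44. From the RNA-seq fold changes, together with qRT-PCR of selected genes, the paper concludes that both compounds altered hypha-specific, biofilm-related and multidrug transporter genes. By qRT-PCR, read by eye in Fig. 5, HWP1, CDR1 and RTA3 moved in the same direction as here with both compounds. For CDR2 the readings were about 1.4 with 6-gingerol and about 1.5 with 6-shogaol, against 9.29 and 15.5 here. ECE1 read about 1.0 with 6-gingerol, against 0.218 here, and about 0.41 with 6-shogaol, against 0.349.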

**Figure 5:**
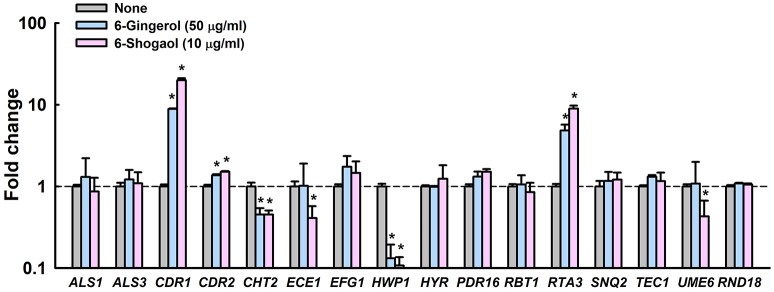
Transcriptional profiles of *C. albicans* cells treated with or without 6-gingerol or 6-shogaol. *C. albicans* was cultivated with or without 6-gingerol at 50 μg/ml or 6-shogaol at 10 μg/ml for 4 h with shaking at 250 rpm. Transcriptional profiles were obtained by qRT-PCR. Fold changes represent changes in the transcriptions of treated vs. untreated *C. albicans*. The experiment was performed in duplicate (six qRT-PCR reactions were performed per gene). *P < 0.05 *vs*. non-treated controls (None).

### 6-Gingerol and 6-Shogaol rescued nematodes infected with *C. albicans*

We examined whether 6-gingerol or 6-shogaol could affect *C. albicans* virulence in a *Caenorhabditis elegans* nematode model, which is an accepted alternative to mammalian models (Tampakakis et al., 2008). *C. albicans* infection caused 45% *C. elegans* fatality in 4 days. However, > 80% of nematodes survived in the presence of 6-gingerol or 6-shogaol at 50 μg/ml (Figures 6A,B). To investigate the chemical toxicities of 6-gingerol and 6-shogaol, non-infected nematodes were exposed to different concentrations of the two agents. We found 6-gingerol and 6-shogaol at concentrations up to 500 μg/ml were not toxic to *C. elegans* (Figure 6C). These results show that both 6-gingerol and 6-shogaol effectively promoted the survival of infected nematodes and that they had no toxic effects on the nematode.

**Figure 6:**
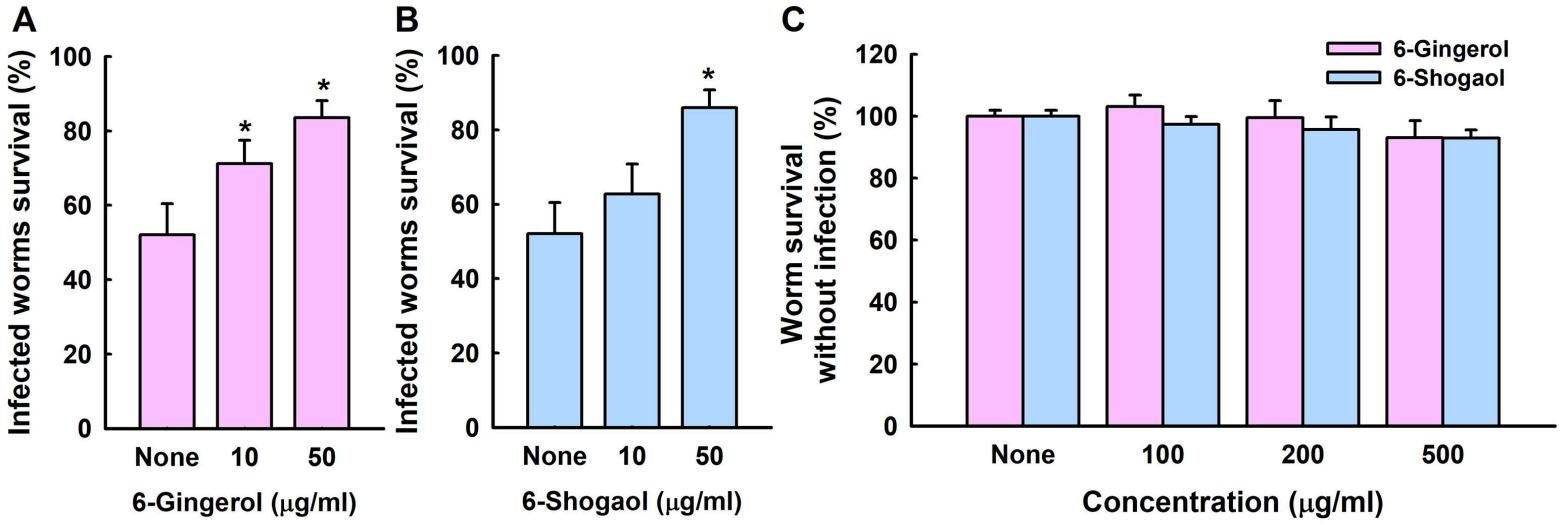
Effects of 6-gingerol and 6-shogaol on *C. albicans* infected *C. elegans*. Nematode survival after exposure to *C. albicans* for 4 days in the presence of 6-gingerol **(A)** or 6-shogaol **(B)**. The toxicities of 6-gingerol and 6-shogaol were determined by treating non-infected nematodes for 4 days **(C)**. None indicates non-treated controls. Worm survival was determined based on movement. *p < 0.05 *vs*. non-treated controls.

## Discussion

Current study shows for the first time that the ginger components 6-gingerol and 6-shogaol reduce biofilm formation by a drug-resistant *C. albicans* strain by inhibiting hyphae growth and cell aggregation, and reduced fungal virulence.

Ginger (*Zingiber officinale* (L.) Rosc) has been used as a spice and herbal medicine for over 2000 years. Its roots and extracts contain polyphenol compounds, such as, gingerols, shogaols, paradols, gingerdiols, and zingerone, which have considerable antioxidant activity (Si et al., 2018). Fresh ginger contains about 4% of 6-gingerol by weight but almost no 6-shogaol. However, 6-shogaol is easily produced by dehydrating 6-gingerol using drying processes (Chen et al., 1986; Jolad et al., 2004). 6-Gingerol and 6-shogaol have been reported to be effective treatments for metabolic syndrome, cardiovascular disease, dementia, arthritis, diabetes, osteoporosis, cancers, and infectious diseases (Ali et al., 2008; Kim et al., 2010). The antibacterial activities of gingerols and shogaols have been also studied (Park et al., 2008). More recently, the antibiofilm activities of 6-gingerol (Kim et al., 2015) and 6- and 8-gingerol analogs (Choi et al., 2017) against *P. aeruginosa* have been reported. Interestingly, 6-gingerol inhibited biofilm formation of both *P. aeruginosa* (Kim et al., 2015) (Choi et al., 2017) and *C. albicans* without affecting the planktonic cell growth and showed no chemical toxicity. 6-Gingerol including its analogs interfere the quorum sensing system in *P. aeruginosa*, while 6-gingerol and 6-shogaol suppressed hyphal growth in this study.

Of the six gingerol and shogaol compounds studied in the present study, 6-gingerol and 6-shogaol most effectively reduced *C. albicans* biofilm formation (Figure 1) and 6-shogaol most inhibited biofilm formation, hyphae growth, cell aggregation, and fungal virulence (Figures 1–5). It has been reported on several occasions that the biological potency of 6-shogaol is greater than that of 6-gingerol, and interestingly, these compounds differ structurally by the presence of a hydroxyl moiety in 6-gingerol and double bond on the carbon side chain of 6-shogaol (Figures 1A,D). The presence of this hydroxyl moiety has been previously reported to importantly influence proinflammatory gene activation (Isa et al., 2008). Furthermore, 6-shogaol has been reported to have a markedly stronger anti-tumorigenic effect than 6-gingerol (Wu et al., 2010). Previous studies have suggested a,b-unsaturated carbonyls are susceptible to nucleophilic addition reactions with thiols, such as, glutathione, the most abundant nonprotein thiol *in vivo* (Boyland and Chasseaud, 1968). The transcriptomic analysis conducted in the present study showed 6-gingerol at 50 μg/ml resulted in similar changes in global gene expression as those induced by 6-shogaol at 10 μg/ml (Figure 5), which indicates 6-gingerol and 6-shogaol act at the transcriptional level. 

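Counting noise weighs on low-expressed genes, so the correlation was also computed for the 4836 genes with a log2 value of at least 8 in every library, a filter chosen after seeing the data. Their log2 fold changes with 6-gingerol and 6-shogaol had a Pearson correlation of 0.849 and a Spearman correlation of 0.792 across genes, which are not independent replicates. Both fold changes were taken against the same control library, which by itself makes them correlate. For these genes no value under counting noise alone or with another reference library is available. The size of this correlation therefore does not show how much the compounds share.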

We suggest that the structural difference between 6-gingerol and 6-shogaol influence the abilities of these to influence the expressions of hyphae-regulatory genes in the hyphae signaling pathway. Also, we have observed the antibiofilm and antihyphae activities of 8-gingerol (Supplementary Figures S1, S2) and the action mode of 8-gingerol is probably similar to that of 6-gingerol and 6-shogaol in *C. albicans*.

In the present study, we found the transcriptional levels of several hyphae-specific and biofilm-related genes were significantly altered by 6-gingerol and by 6-shogaol (Supplementary Table S1). Gene ontology analysis showed that 6-ginerol and 6-shogaol regulated expression of genes involving membrane components, transport proteins, pathogenesis, stress, and biofilm formation (Supplementary Figure S3). 

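Gene ontology annotation was not used here, and the descriptions in Supplementary Table S1 were searched instead. Descriptions that name transport belonged to 15 genes, of which 6 were raised and 9 lowered with 6-gingerol, and 7 raised and 8 lowered with 6-shogaol. Descriptions that name GPI anchors or the cell wall belonged to 10 genes, and all 10 were lowered with both compounds. These counts include changes of any size. Of all 125 genes of that table, 88 were lowered with 6-gingerol, so most listed genes were lowered whatever their description.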

KEGG analysis showed that 6-ginerol and 6-shogaol are similarly associated with several metabolisms such as glycerophospholipid, meiosis, ABC transport, and carbon metabolism (Supplementary Figure S4). 

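KEGG pathway annotation was not used here. For carbon metabolism, 11 genes of gluconeogenesis, the glyoxylate cycle and related steps, among them fatty acid oxidation and transport, listed before the deposited values were opened, had a median log2 fold change of -0.61 with 6-gingerol and -0.44 with 6-shogaol. Both medians were at percentile 0 among matched random lists. PCK1, CAT2 and ATO5 of this list are in Supplementary Table S1, whose genes all passed 2-fold with 6-gingerol in these libraries. The medians and percentiles therefore rest in part on that selection. With 6-gingerol 8 of the 11 were lowered and with 6-shogaol 9. PCK1, which encodes a gluconeogenic enzyme and was the most lowered of the list, had fold changes of -6.12 and -3.20. FBP1, also of gluconeogenesis, had 1.06 and 1.11, and ICL1, of the glyoxylate cycle, -1.88 and 1.54. ICL1 lies in the stretch of 151 neighbouring genes and in the overlapping stretch of 231 genes that starts at SCW4. At 100 to 400 normalized counts, genes of the former had a median of 73.8 more in the control than with 6-gingerol. Genes of the latter had a median of 96.4 more with 6-shogaol than with 6-gingerol. The opposite signs of ICL1 may thus come in part from whatever raised neighbouring genes together. Among the ABC transporter genes named by the paper, CDR1 was raised 7.64-fold and 9.93-fold, CDR2 9.29-fold and 15.5-fold, and SNQ2 3.13-fold and 3.73-fold. GIT1, which encodes a glycerophosphoinositol permease, had fold changes of -3.15 and -3.18.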

Most noticeably, *HWP1* and *ECE1* were down-regulated, and *ECE1* is essential for hyphal development and its expression has been shown to be correlated with cell elongation and biofilm formation (Nobile et al., 2006a). The down-regulations of *HWP1* and *ECE1* by 6-gingerol or 6-shogaol are consistent with their observed effects on biofilm formation and hyphal development. *HWP1* encodes a hyphal wall protein that is essential for hyphal development (Nobile et al., 2006b) and intercellular adherence (Orsi et al., 2014). Previously, we reported that camphor and fenchyl alcohol from cedar leaf oil (Manoharan et al., 2017b) and alizarin from the roots of the madder genus (Manoharan et al., 2017a) inhibit *C. albicans* biofilm formation by reducing hyphal formation by suppressing the gene expressions of *HWP1* and *ECE1*. Thus, it appears that the ability to reduce hyphal formation is not rare in the plant kingdom and that this offers a practical means of inhibiting biofilm formation by *C. albicans*.

On the other hand, both 6-gingerol and 6-shogaol upregulated the expressions of *CDR1* (*Candida* drug resistance, multidrug transporter) and *RTA3* (lipid-translocating exporter) about 10-fold. 

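In the RNA-seq libraries, CDR1 was raised 7.64-fold with 6-gingerol and 9.93-fold with 6-shogaol, and RTA3 4.23-fold and 6.19-fold. With 3 other scalings or an added count of 1, the log2 fold change of RTA3 lay between 2.05 and 2.08 with 6-gingerol and between 2.61 and 2.63 with 6-shogaol.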

*CDR1* is a major ABC transporter, and in a previous study, *CDR1* mRNA levels were found to be positively correlated with an increase in azole resistance in *C. albicans* isolates and to be up-regulated during biofilm formation (White, 1997). Ramage et al. reported *CDR1* mutant was highly susceptible to fluconazole when growing planktonically but retained the resistant phenotype during biofilm growth (Ramage et al., 2002). On the other hand, the *RTA3* gene encodes Rta1 p-like lipid-translocating exporter and its expression was found to be positively associated with *CDR1* expression (Whaley et al., 2016). Hence, it is possible that *C. albicans* strives to pump out 6-gingerol and 6-shogaol, which might increase azole-resistance in *C. albicans* when azole antifungal agent(s) and 6-gingerol or 6-shogaol are co-administrated.

The emergence of multidrug resistant *Candida* strains has driven investigations on alternative antifungal agents, and antivirulence and antibiofilm agents have attracted considerable research interest. The present study shows that the antibiofilm effects of 6-gingerol and 6-shogaol on fluconazole-resistant *C. albicans* DAY185 are due to the prevention of yeast-hyphal transition and not to the inhibition of fungal growth. Also, 6-gingerol and 6-shogaol effectively reduced *C. albicans* virulence *in vivo* in a *Caenorhabditis elegans* model with minimal chemical toxicity under the conditions used. In conclusion, 6-gingerol and 6-shogaol have the antibiofilm and antivirulence activities against a drug resistant *C. albicans*.

## Author contributions

J-HL, Y-GK, JGP, and JL designed research, performed experiments, and analyzed the data. PC, JH, and JGP provided materials. J-HL and JL wrote the manuscript. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Antibiofilm and Antivirulence Activities of 6-Gingerol and 6-Shogaol Against Candida albicans Due to Hyphal Inhibition
**Source:** Front Cell Infect Microbiol. 2018 Aug 28;8:299. doi: 10.3389/fcimb.2018.00299

***Supplementary Materials***

**Table S1. Partial list of the common differentially expressed genes of *C. albicans* by 6-gingerol or 6-shogaol.** *C. albicans* cells were grown with and without 6-gingerol (50 µg/ml) or 6-shogaol (10 µg/ml) for 4 h. RNA-seq assays were used to determine differential gene expression.

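To the printed digit, 248 of the 250 fold changes of this table equal 2 to the power of the difference between the deposited log2 values, with reductions written as negative reciprocals. Of the 125 genes, 116 changed in the same direction with both compounds when computed from the log2 values, 8 have printed fold changes of opposite sign, and 1 changed so little with 1 compound that its printed fold change is 1. SAP7 had log2 fold changes of -1.46 with 6-gingerol and 2.00 with 6-shogaol, and DUR3 of -1.51 and 1.81. FGR42 had 1.14 and -0.25, with 36.4 normalized counts with 6-gingerol and 13.3 with 6-shogaol. Of the 8 genes with opposite signs, 5 lie in stretches of neighbouring genes whose low-expressed members were raised together in 1 or more libraries. These stretches held 22 of the 125 genes and 344 genes (5.7%) in all. The longest starts at SCW4 and spans 231 genes, of which 22 low-expressed genes had a median of 71.4 more normalized counts with 6-shogaol than with 6-gingerol. In the overlapping stretch of 151 genes, 16 low-expressed genes had a median of 175 more in the control than with 6-gingerol. Of the 6 listed genes changed at least 10-fold with 6-gingerol, 5 lie in the stretches.

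**Figure D2:**
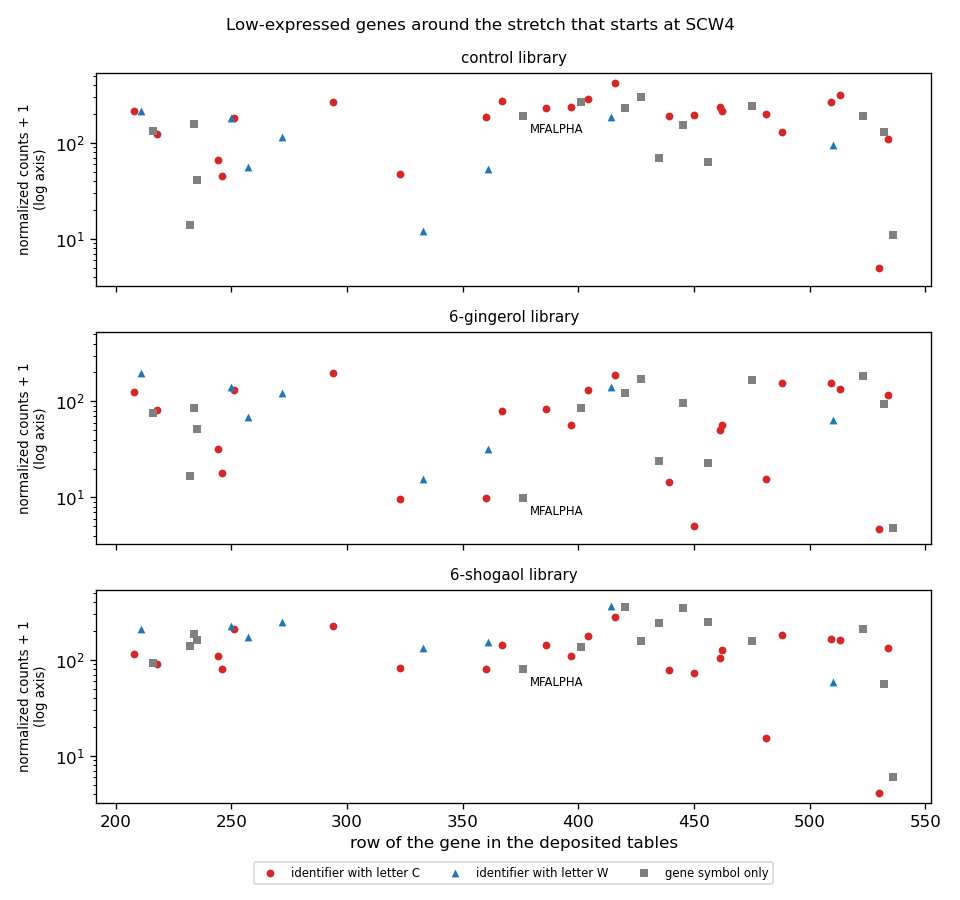
Normalized counts plus 1 (log axis) of the 46 genes with fewer than 200 normalized counts in their lowest library around the stretch that starts at SCW4, by position in the deposited values, in the control, 6-gingerol and 6-shogaol libraries, with red for the strand letter C in the identifier, blue for W and grey for genes listed by symbol. MFALPHA sits at 187.7 normalized counts in the control, 8.8 with 6-gingerol and 79.7 with 6-shogaol, and several of its neighbours also have fewer than 100 with 6-gingerol.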

**Table S2: Primer sequences for qRT-PCR**

| Gene | Primer |
| --- | --- |
| *ALS1* | Forward 5'-AGC TGT TGC CAG TGC TTC-3' |
| Reverse 5'-AAT GTG TTG GTT GAA GGT GAG-3' |
| *ALS3* | Forward 5'-CAA CAT CAA CCA ACC AAT CTC-3' |
| Reverse 5'-TGA ATA ACA GAA CCA GAT CCG-3' |
| *CDR1* | Forward 5'-AGA TGT GTT GGT TCT GTC TCA AAG AC-3' |
| Reverse 5'-CCG GAA TAC ATT GAC AAA CCA AG-3' |
| *CDR2* | Forward 5'-CCT GGA AGC ACA GTT GTC CA-3' |
| Reverse 5'-TCC CCC TTT TGC ATA GCA CC-3' |
| *CHT2* | Forward 5'-TGA TTT ATT ATC CAA AGT CCC ACT TG-3' |
| Reverse 5'-TTG AAT TGG CCA TTG ATT GAA-3' |
| *ECE1* | Forward 5'-CCA GAA ATT GTT GCT CGT GTT GCC A-3' |
| Reverse 5'-TCC AGG ACG CCA TCA AAA ACG TTA G-3' |
| *EFG1* | Forward 5’-TAT GCC CCA GCA AAC AAC TG-3’ |
| Reverse 5’-TTG TTG TCC TGC TGT CTG TC-3’ |
| *HWP1* | Forward 5'-TTG TTT GCG TCA TCA AGA CTT TG-3' |
| Reverse 5'-GTC TTC ATC AGC AGT AAC ACA ACC A-3' |
| *HYR* | Forward 5'-TTG TTT GCG TCA TCA AGA CTT TG-3' |
| Reverse 5'-GTC TTC ATC AGC AGT AAC ACA ACC A-3' |
| *PDR16* | Forward 5'-CTG CTG AAC AAC AAG CGA AG-3' |
| Reverse 5'-TCG ATT AAA CCC GAG GAT TC-3' |
| *RBT1* | Forward 5'-CTG CCA TTC AAC CAT CTG CTA ACT CCT CAT AC-3' |
| Reverse 5'-GCA GCA AGA CCA ATA ATA GCA GCA CCA TAA GT-3' |
| *RTA3* | Forward 5'-CGA AGG CAA ACC AAG TCC AT-3' |
| Reverse 5'-TAC CAA TCA TTG CTG CAT CC-3' |
| *SNQ2* | Forward 5'-GCG GAA GAT CGC ACG AAG-3' |
| Reverse 5'-GGC GCG AGC GGG ATA-3' |
| *TEC1* | Forward 5'-AGG TTC CCT GGT TTA AGT G-3' |
| Reverse 5'-ACT GGT ATG TGT GGG TGA T-3' |
| *UME6* | Forward 5'-AGC ACC AAA TTC GCC TTA TG-3' |
| Reverse 5'-AGG TTG AGC TTG CTG CAG TT-3' |
| *RND18* | Forward 5'-AGA AAC GGC TAC CAC ATC CCA-3' |
| Reverse 5'-CGA ATG GGC CCT GTA TCG T-3' |

**Figure S1: Microscopic observations of the inhibitory effects of 8-gingerol on biofilm.** Biofilm formation by *C. albicans* on polystyrene plates was observed in the presence of 8-gingerol at 50 µg/ml by confocal laser microscopy (A). Scale bars represent 100 µm. Biofilm formation was quantified by using COMSTAT (B). * = *P*<0.05 *vs.* non-treated controls. None; non-treated control.

**Figure S2: Inhibitions of hyphal filamentation and aggregation by 8-gingerol in liquid medium.** Inhibitions of hyphal filamentation in PDB medium (A) and in RPMI medium (B). *C. albicans* cells were grown for 24 h in PDB medium or RPMI-1640 medium in the absence or presence of 8-gingerol. Hyphae were visualized after incubation for 24 h. The scale bar represents 200 µm. None; non-treated control.

**Figure S3: Gene ontology (GO) distribution of *C. albicans* genes regulated (> 2-fold) by 6-gingerol (A) or 6-shogaol (B) treatment.** The genes were analyzed with the DEG (Differentially Expressed Gene) analysis method in ExDEGA (Excel based Differentially Expressed Gene Analysis) tool and classified by biological processes.

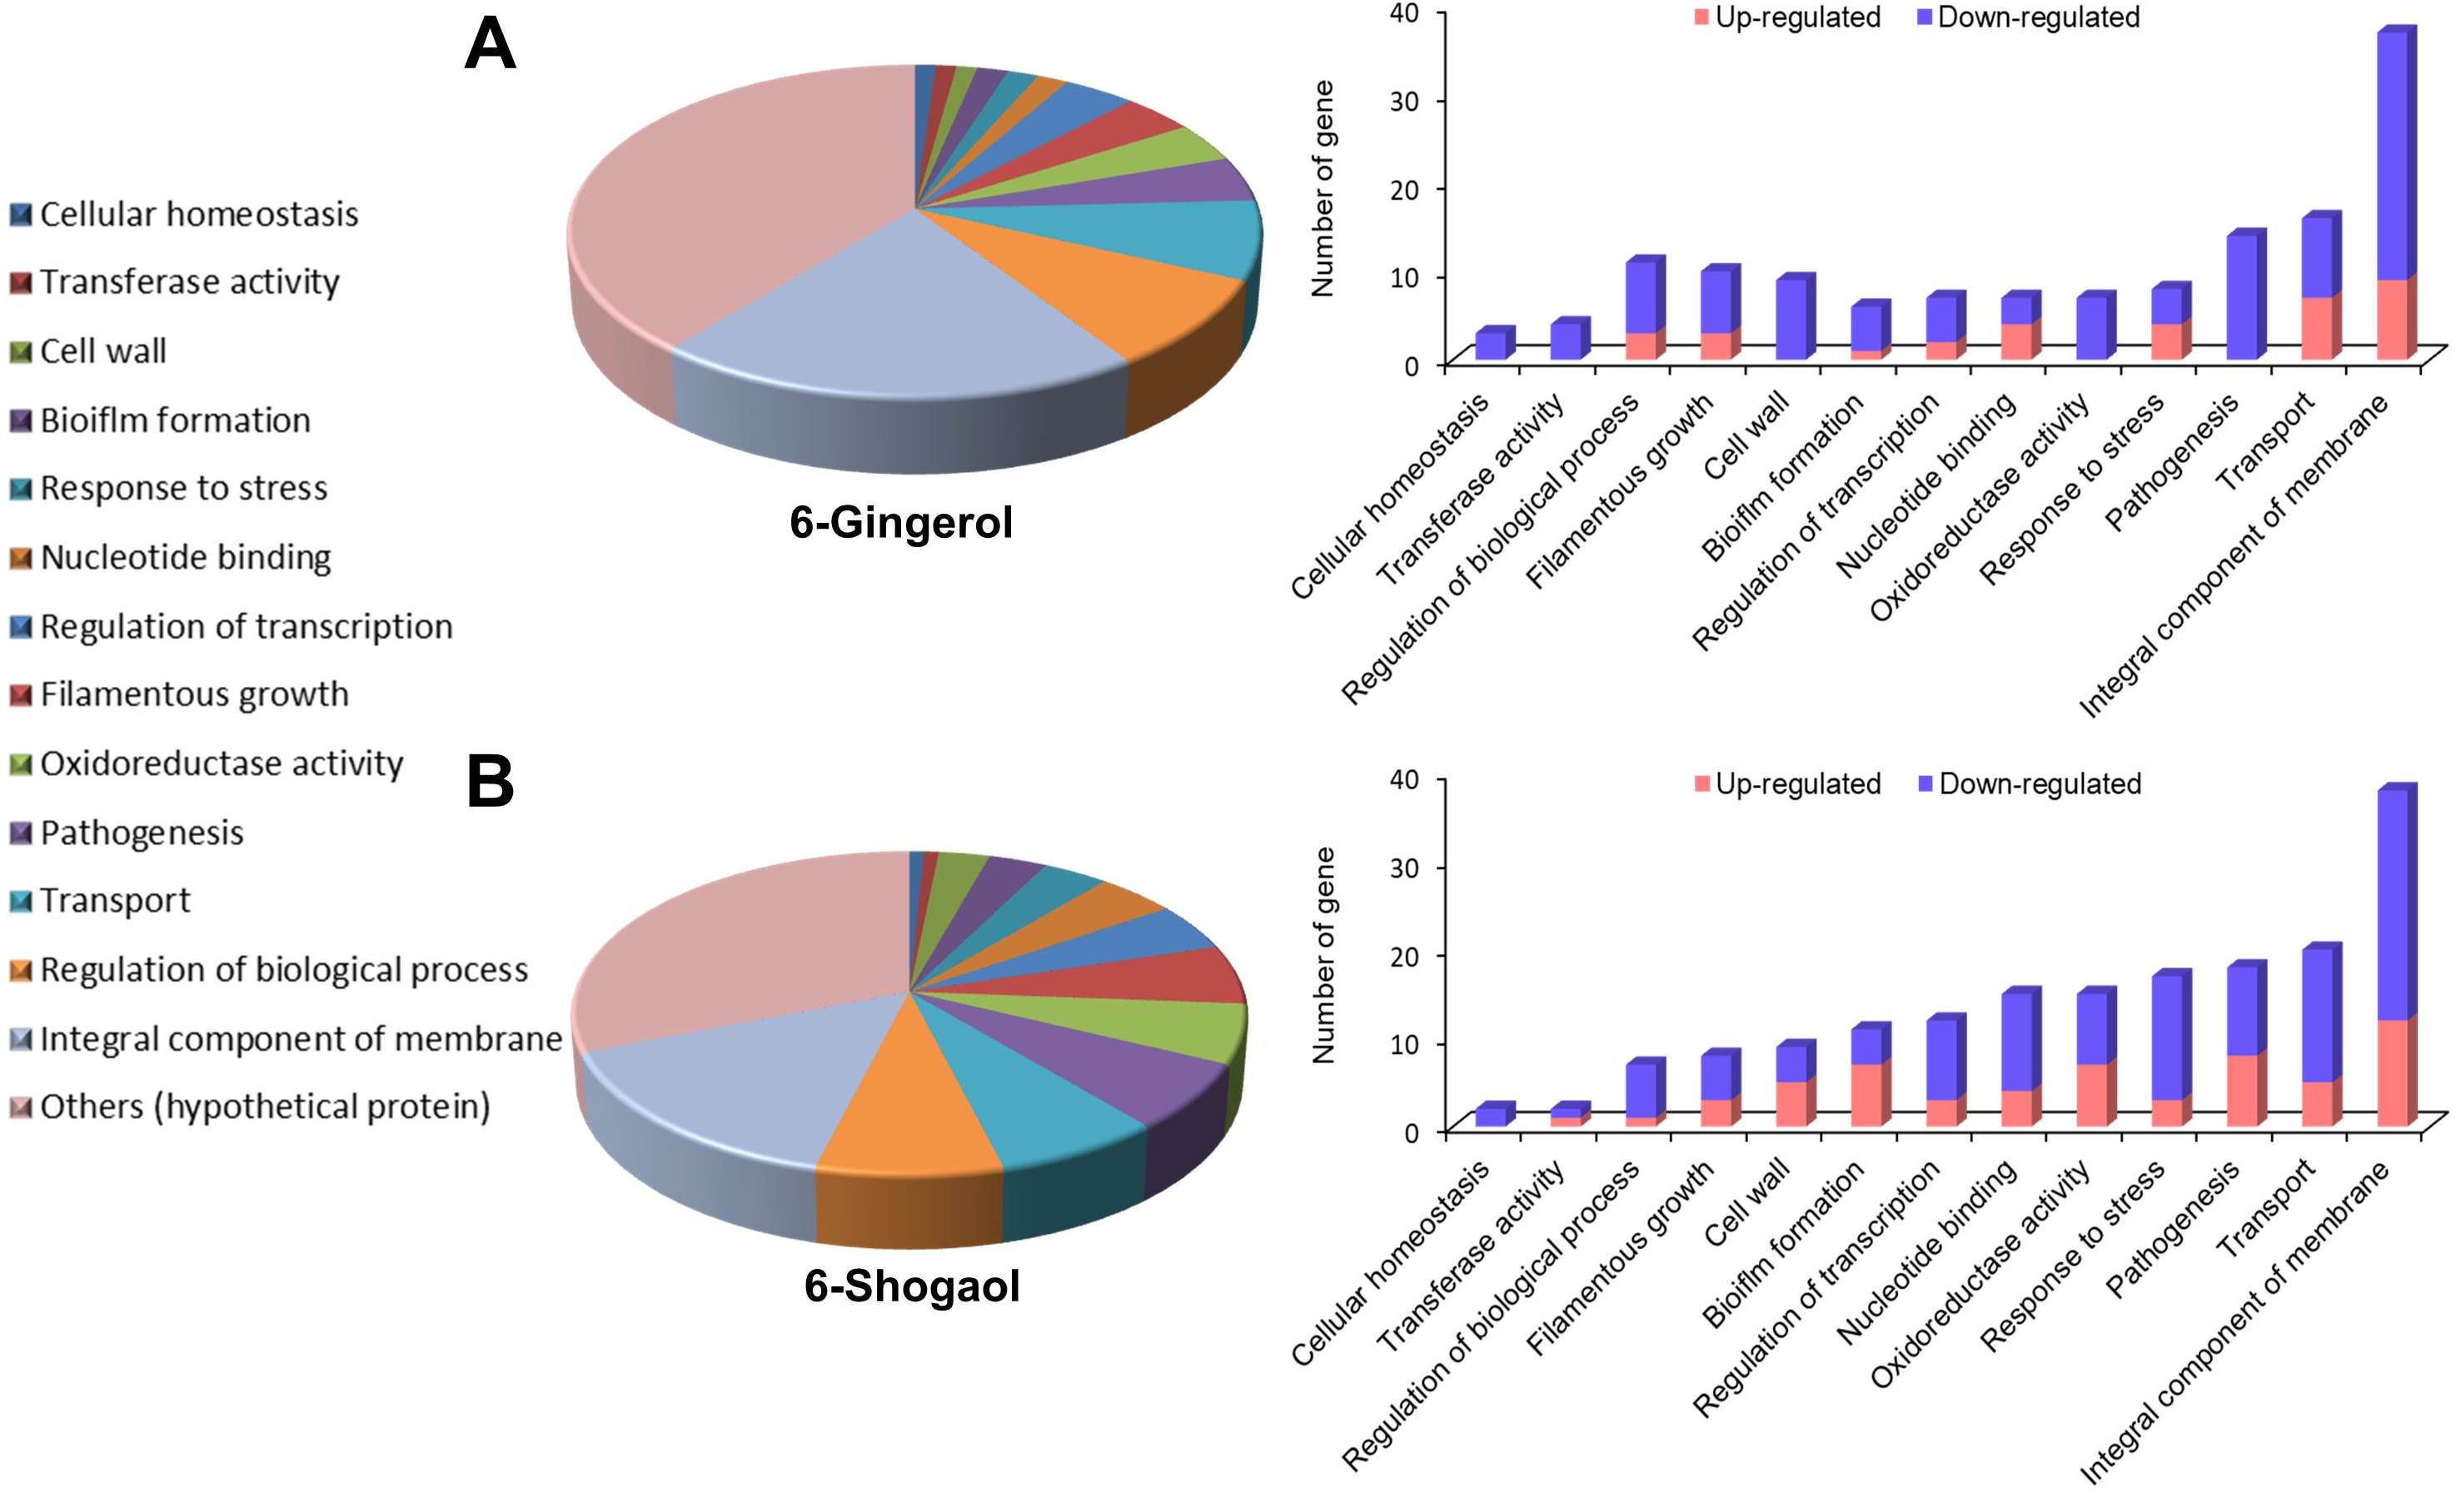

**Figure S4: The KEGG Pathway analysis of the genes up- or down regulated (> 2-fold) by 6-gingerol or 6-shogaol treatment.** The genes were analyzed with the KEGG Mapper tool (<http://www.genome.jp/kegg/tool/map_pathway2.html>). KEGG, Kyoto Encyclopedia of Genes and Genomes.

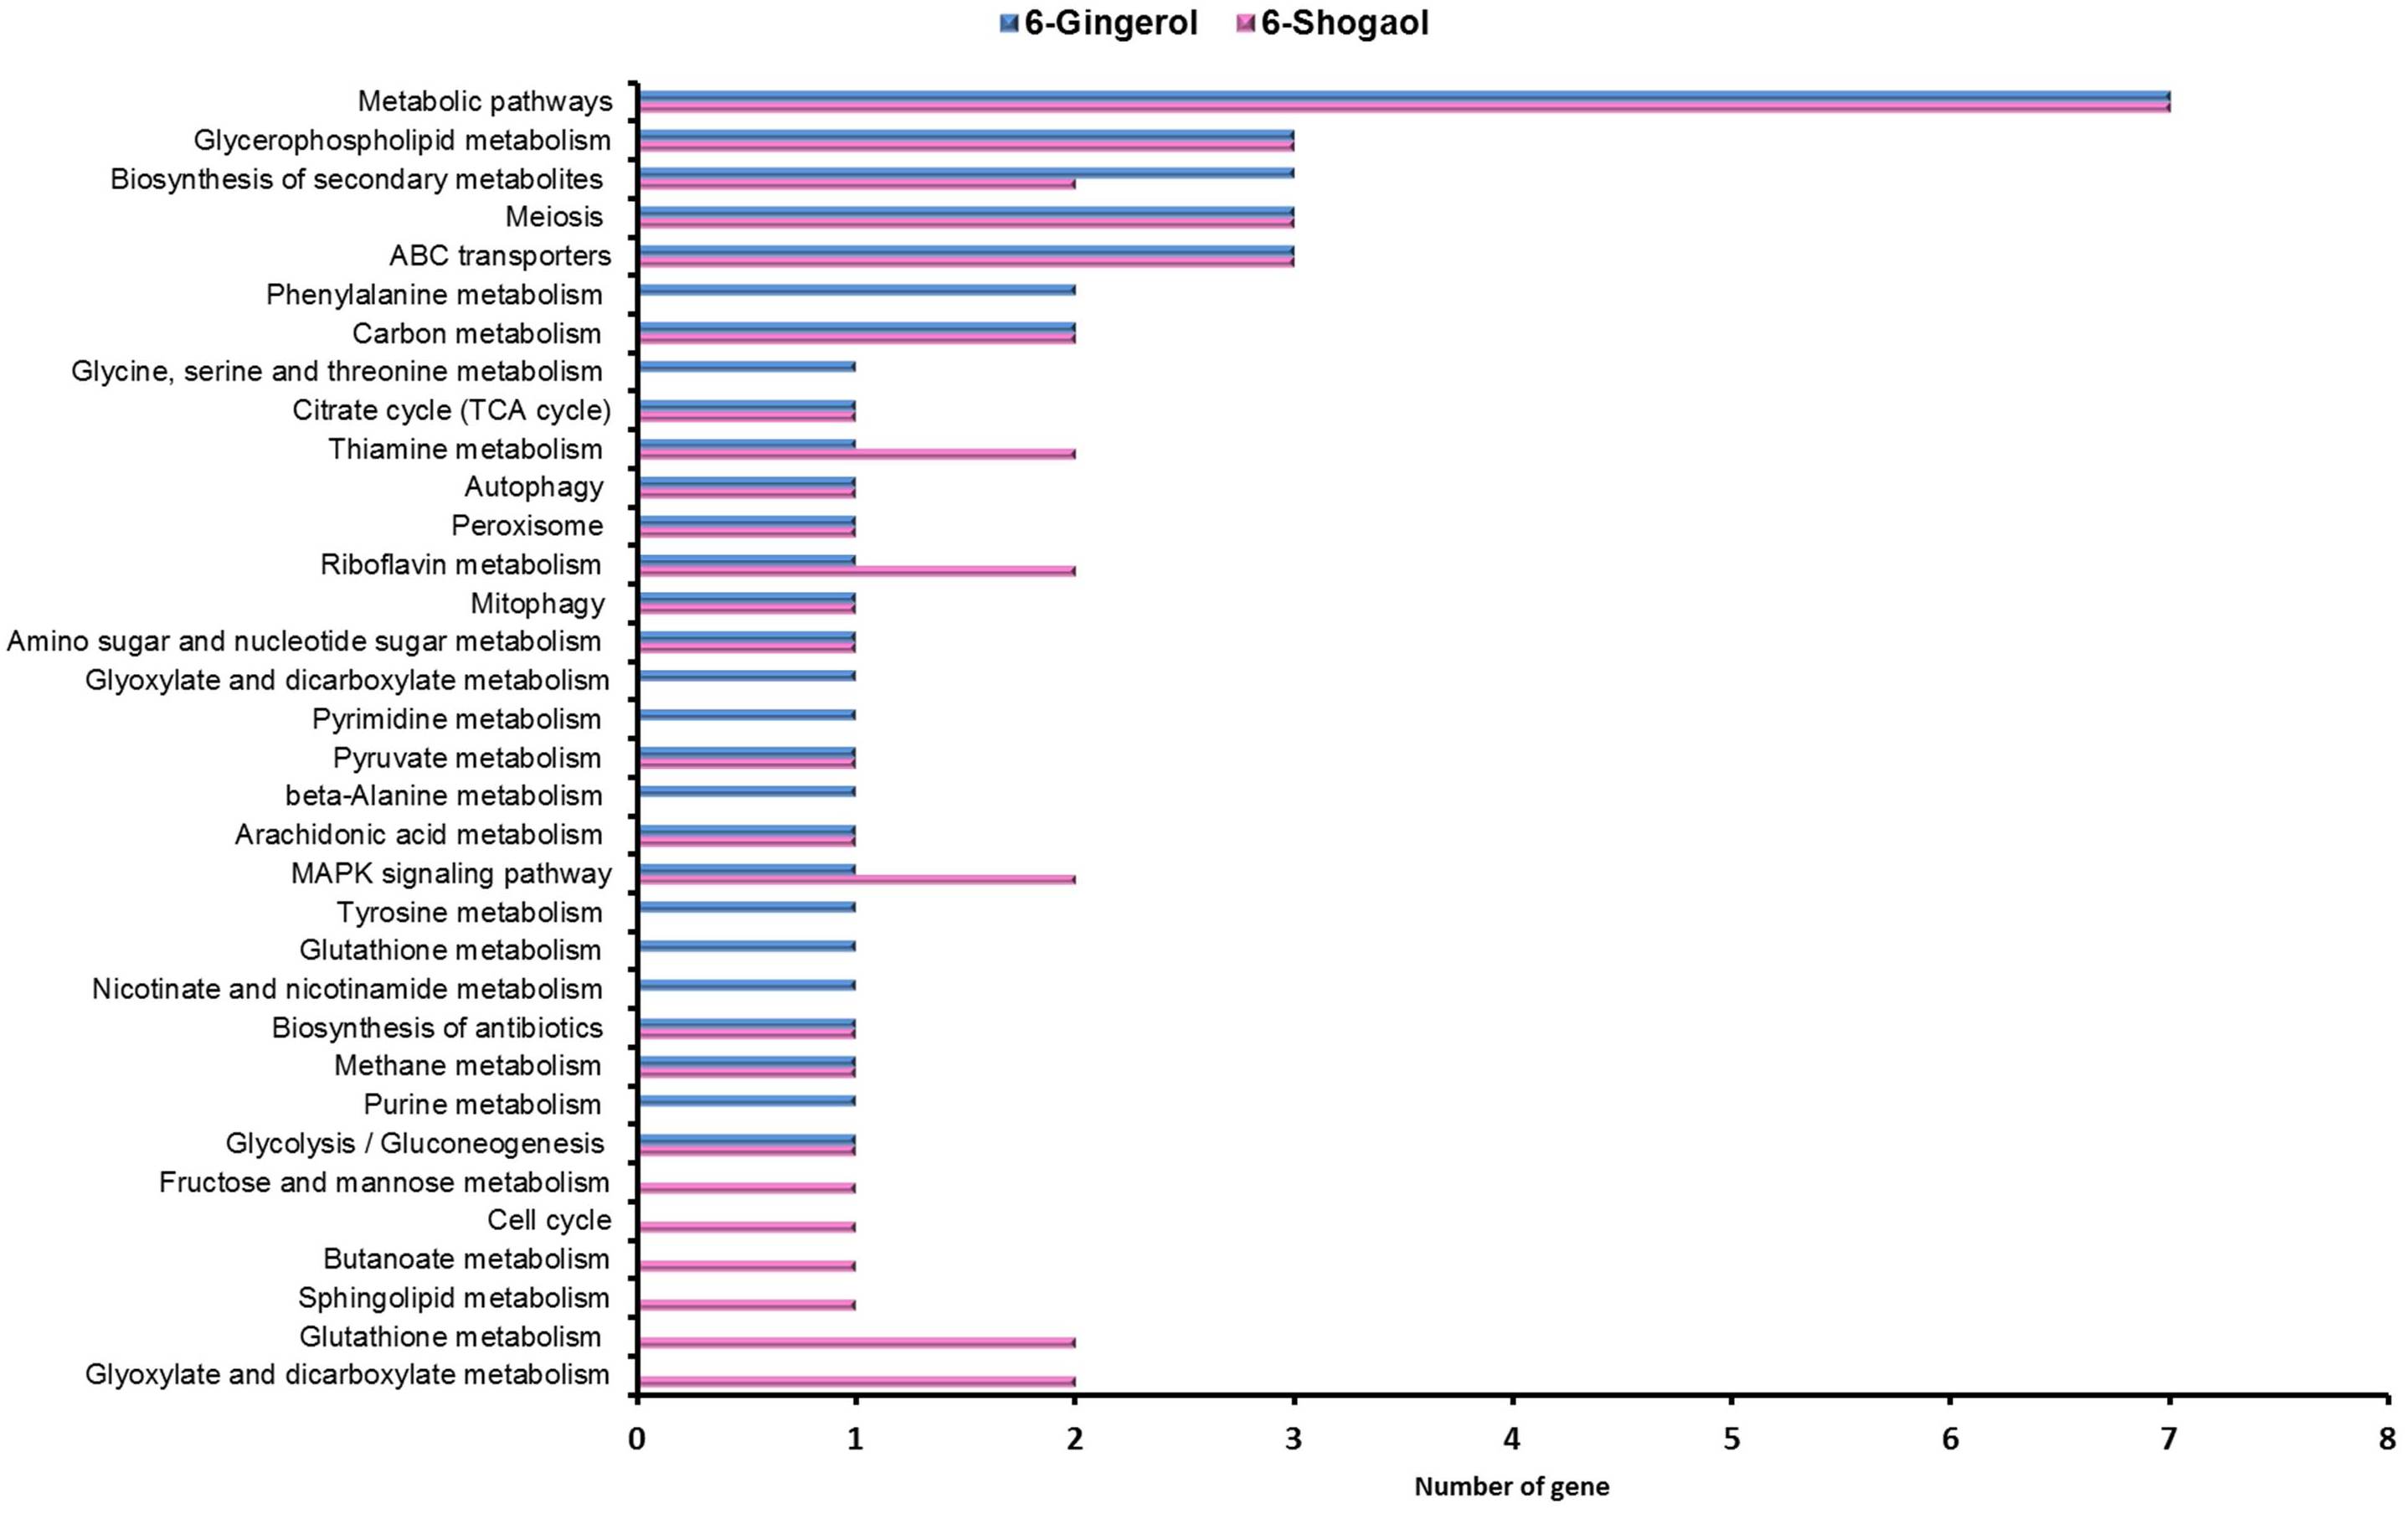

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

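RNA-seq was analysed for 3 libraries of C. albicans DAY185, 1 each from cells grown for 4 h without compound, with 6-gingerol at 50 μg/ml and with 6-shogaol at 10 μg/ml. Samples were assigned to conditions from their labels and the methods of the paper.

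The authors prepared stranded libraries from poly(A) RNA, sequenced them as paired 100-base reads on a HiSeq 2500, mapped the reads with TopHat and counted unique and multiple alignments on genes with Bedtools. The authors normalized the counts between libraries, by quantile normalization according to the methods, and deposited log2 values for 6030 genes. The paper's text does not name the genome build, the TopHat version, a filter on low values or a value added before the log2. In the control, 23 genes have a deposited log2 value of 0, and the other low values lie at the log2 of small whole numbers plus 1, so that a count of 1 appears to have been added. With 6-gingerol and with 6-shogaol 3 genes are at exactly 0, and a further 24 and 13 lie above 0 and below 0.5 normalized counts. The sorted values differ between libraries by up to 1.02, so the deposited values are not identical in distribution. Total reads per library are not known from these values. Normalized counts summed to 18034926, 18470190 and 18290888 in the control, 6-gingerol and 6-shogaol libraries, and the most expressed 10 genes took 8.1%, 9.2% and 8.8% of these sums.

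Fold changes were computed from the log2 values as deposited, for 5958 genes with a value of at least 3 in at least 1 library, against the control library, with a threshold of 2-fold as in the paper. No test between conditions is possible with 1 library per condition, so no p-values are given. Correlations and slopes have 95% intervals from 1000 bootstrap resamples of genes, and shares have Wilson intervals. These intervals cover neither culture nor library preparation. Gene lists were written from general knowledge and from the paper before the data were examined. They were compared with 10000 random lists matched in 20 bins of mean expression. Several share genes with Supplementary Table S1, which gives fold changes of these same libraries, and are not independent of them. Runs of neighbouring low-expressed genes were sought among 638 genes with fewer than 100 normalized counts in their lowest library, as unbroken runs of such genes with a log2 difference of at least 0.5 between a pair of libraries, and were compared with 10000 shuffles of gene order. The shortest run used had 9 genes, a length reached in 229 of the shuffles.

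Genes named were fixed by a rule before the data were examined, apart from PBR1, SCW4, CFL11 and MDJ2. PBR1 is named for its opposite changes and SCW4 as the start of a stretch. CFL11 and MDJ2 are named for large reductions that fall outside the rule. The rule covers the genes the paper names in its main text, the genes of Supplementary Table S1 with opposite signs, members of the gene lists, and for each compound and direction the 5 largest changes among genes past 2-fold in the same direction with both compounds and with a log2 value of at least 5 in the library where they are higher. Where this rule gave genes with a systematic identifier only, a few are named and the values of the others are given without it.

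The alternatives were scaling to equal sums, centring on the median difference, quantile normalization of the deposited values, an added count of 1, no filter beyond a value above 0, a log2 value of 3 in every library, a log2 value of 5 in at least 1 library, and thresholds of 1.5-fold and 3-fold. An analysis without the runs of neighbouring genes, one restricted to Supplementary Table S1 and, for the correlations, a log2 value of 8 in every library were added after seeing the data. The computation was tested on 20 simulated data sets with counting noise only and 200 changed genes each. The changed genes had a control log2 value of at least 5 and a log2 fold change of 2 in size. At the 2-fold threshold 100% of them were recovered, which says nothing of changes near 2-fold or of lower genes. A stretch of 150 genes with 100 added counts was found in 18 of the 20. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used. Genome coordinates, gene ontology and KEGG annotation, and the FPKM values were not used here.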

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

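All tests of explanations given here were chosen after the results were seen.

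Among genes with a log2 value of at least 5 in at least 1 library, 5 changed at least 2-fold in opposite directions with the compounds, and 4 of them are in Supplementary Table S1. The log2 fold changes with 6-gingerol and 6-shogaol were -1.51 and 1.81 for DUR3, -1.46 and 2.00 for SAP7, and -1.26 and 3.15 for PBR1. For a pair of genes with systematic identifiers only they were -1.15 and 1.25, and 1.03 and -4.05. The difference between the compounds was not tested, since each had 1 library. The last of these genes had a log2 value of 5.11 with 6-gingerol and 0.04 with 6-shogaol.

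DUR3 and SAP7 lie in the stretch of neighbouring genes that starts at SCW4, where low-expressed genes were higher with 6-shogaol than with 6-gingerol. Both also lie in the overlapping stretch of 151 genes. Its low-expressed genes had a median of 175 more normalized counts in the control than with 6-gingerol. A fixed number of reads added to every gene of a stretch could contribute to the opposite signs of DUR3 and SAP7. Genes of the stretch from SCW4 at 400 to 1000 normalized counts, which were not used to find it, had a median of 98.5 more normalized counts with 6-shogaol than with 6-gingerol. The median was 5.0 for genes outside the stretches at that level. SAP7 had 61.9, 21.9 and 250.1 normalized counts in the control, 6-gingerol and 6-shogaol libraries, and DUR3 67.9, 23.1 and 240.2. In the control both genes lie below the median of 175, so neither can have held that many added reads there. Their reductions with 6-gingerol could only be smaller than 175. The comparison with that median therefore cannot decide whether fewer added reads account for these reductions. The differences of both genes between the compounds are larger than the median of 98.5, and added reads of that size do not account for them in full. With 1 library per compound, the remainder cannot be told apart from a difference between single cultures or preparations.

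The other 3 genes lie outside the stretches. PBR1 and one of the genes with an identifier only lie in a run of 8 low-expressed genes that were higher with 6-shogaol than in the control, by a median of 67.0 normalized counts. PBR1 had 8.0 normalized counts in the control and 78.5 with 6-shogaol, and the other gene 38.9 and 93.9. The run falls short of the 9 genes required for a stretch, and 786 of 10000 shuffles of the gene order had a run of at least 8. It spans 63 genes and also holds 2 genes with an 80.4-fold increase, each at 79.4 normalized counts with 6-shogaol. Its 4 genes at 100 to 400 normalized counts had a median difference of -87.2, its 18 genes at 400 to 1000 one of 57.2 and its 33 genes at 1000 or more one of 70.6. An overlapping run of 8 low-expressed genes, higher with 6-shogaol than with 6-gingerol, spans 82 genes and includes the same gene with an identifier only, but not PBR1. Its median differences were 73.1, 63.1, 49.5 and 13.8 from the lowest to the highest level.

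Outside Supplementary Table S1, 7 genes with a log2 value of at least 5 in at least 1 library changed at least 2-fold with 6-gingerol and 78 with 6-shogaol. EFG1, which the paper names, is one of the 78, with a fold change of -2.10. Libraries simulated with no change, at the counting noise of the low values, gave a mean of 21.6 genes past 2-fold with 6-gingerol and 19.0 with 6-shogaol over all genes kept, at most 34 and 27, against 180 and 193 observed. At a log2 value of at least 5 the simulated means were 1.26 and 1.00. Counting noise alone would thus give few of the 78 genes. The stretches of neighbouring genes held 19 of the 78, 12 raised and 7 lowered, and the runs of 8 genes a further 6, all raised, so part of the 78 may come from whatever raised neighbouring genes together. The other 53 lie elsewhere. Differences between single cultures and preparations were not tested, because they need replicates, and the 78 genes cannot be told apart from such differences.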

How the results depend on the processing

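The alternatives without the stretches of neighbouring genes, with the genes of Supplementary Table S1 only and with a log2 value of 8 in every library were chosen after seeing the data, and all others before the data were examined.

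The numbers of genes past 2-fold stayed within 1.5 times their values under every alternative scaling and filter, from 132 to 211 genes with 6-gingerol and from 153 to 216 with 6-shogaol. Quantile normalization shifted the balance of directions, to 72 raised and 93 lowered with 6-gingerol (54 and 126 as deposited), 94 and 97 with 6-shogaol (82 and 111), and 43 and 43 with both (34 and 57). The numbers moved with the threshold. At 1.5-fold, 6-gingerol changed 524 genes (198 raised, 326 lowered), 6-shogaol 487 (214 raised, 273 lowered) and both 298 in the same direction (109 raised, 189 lowered). At 3-fold the numbers were 66 (23 raised, 43 lowered), 70 (37 raised, 33 lowered) and 31 (18 raised, 13 lowered). With the genes of Supplementary Table S1 only, 6-shogaol changed 78 (29 raised, 49 lowered).

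The Pearson correlation between the compounds was 0.659 and rose to 0.745 with a log2 value of 3 in every library, and the Spearman correlation was 0.737 and rose to 0.756 with a log2 value of 5 in at least 1 library. Without the stretches the Pearson correlation was 0.716, the Spearman correlation 0.756 and the slope 0.857. With a log2 value of 8 in every library the Pearson correlation was 0.849 and the Spearman correlation 0.792. The share of genes with the larger change under 6-shogaol lay between 54.4% and 60.2%.

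Of 140 recomputed list percentiles, 136 stayed on the same side of the outer 2.5% of random lists. The exceptions were the hyphal genes chosen for qRT-PCR. With 6-gingerol their percentile of 1.94 became 2.69 with a log2 value of 3 in every library and 2.63 with a log2 value of 5 in at least 1 library. With 6-shogaol their percentile of 11.7 became 0.53 and 0.43. Of the 11 genes both filters left out SAP4 alone, and the median log2 fold change of the remaining 10 was -0.20 with 6-gingerol and -0.27 with 6-shogaol.

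Of 1048 recomputed fold changes of named genes, 1018 kept their direction and their side of 2-fold, 17 fell below it, 3 passed it and 10 changed direction, to log2 values between -0.029 and 0.118. With quantile normalization these were HYR1 (0.027), PHR1 (0.028) and ERG27 (-0.004) with 6-gingerol and ADH4 (0.012), PGA10 (0.055) and JEN1 (0.118) with 6-shogaol, and the cause was not tested. With scaling to equal sums they were CIP1 (-0.021), PHO87 (-0.029), ERG11 (-0.023) and ERG27 (-0.023) with 6-gingerol. This scaling moved the 6-gingerol log2 fold change of every gene by -0.034.

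A smaller value added before the log2 was listed for linear values and was not run, because the deposited values are on a log2 scale. The number of libraries limits every result to a description of single cultures.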

Differences from the paper's values

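The restriction to Supplementary Table S1 was chosen after seeing the values, and the other alternatives were set before the data were examined.

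The paper gives 78 genes changed by 6-shogaol, 29 up-regulated and 49 down-regulated, and the deposited values gave 193, 82 and 111. Of the alternatives set before the data were examined, the 3-fold threshold came within 1.5 times of the paper's numbers, with 70, 37 and 33 genes, and the other alternatives did not close the gaps. Counting the printed fold changes of Supplementary Table S1 only, a setting chosen after seeing the values, gave 78, 29 and 49.

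For HWP1 with 6-shogaol, the paper gives a 12-fold reduction by RNA-seq, and the reduction here was 7.39-fold. Supplementary Table S1 of the paper prints -7.4 for this gene and compound. None of the alternatives set before the data were examined closed the gap.

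Relative expression by qRT-PCR in the paper was compared with RNA-seq relative to the control here, and 12 of 30 readings were more than 1.5 times apart. Supplementary Table S2 lists the same primers for HYR and HWP1. It is therefore unclear whether the HYR readings, counted among the 30, measure HYR1. For CDR1 with 6-shogaol the paper's qRT-PCR value is about 20 in Fig. 5, read by eye, against 9.93 here. For CDR2 the paper's values are about 1.4 with 6-gingerol and about 1.5 with 6-shogaol in Fig. 5, read by eye, against 9.29 and 15.5. For PDR16 they are about 1.3 and about 1.5 in Fig. 5, read by eye, against 3.94 and 5.47, and for SNQ2 about 1.2 and about 1.2 in Fig. 5, read by eye, against 3.13 and 3.73. For EFG1 they are about 1.8 and about 1.5 in Fig. 5, read by eye, against 0.566 and 0.477. With 6-gingerol, the paper's values are about 1.0 for ECE1, about 1.3 for TEC1 and about 1.1 for UME6 in Fig. 5, read by eye, against 0.218, 0.835 and 0.483. None of the alternatives set before the data were examined closed any of these gaps.

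The paper states a minimum reduction of HWP1 for both compounds that the 6-gingerol fold change of -6.07 does not reach. It states a common size for the increases of CDR1 and RTA3 in its discussion, and RTA3 was raised 4.23-fold and 6.19-fold here. It lists CDR1 and RTA3 among repressed genes in the 6-shogaol experiment, and both were raised here, 9.93-fold and 6.19-fold. It describes PDR16, SNQ2, EFG1 and UME6 as unaffected. In the deposited values, PDR16 was raised 3.94-fold and 5.47-fold and SNQ2 3.13-fold and 3.73-fold, EFG1 had fold changes of -1.77 and -2.10, and UME6 had an expression relative to the control of 0.483 and 0.50.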

Other observations

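All tests of explanations given here were chosen after the results were seen, although the gene lists were written before the data were examined.

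Low-expressed genes that follow one another in the deposited order were raised together in the same library. The identifiers rise along this order for 99.97% of neighbouring pairs, so it follows position on the chromosomes. The longest run had 22 low-expressed genes, higher with 6-shogaol than with 6-gingerol, in the stretch of 231 genes that starts at SCW4. In 10000 shuffles of the gene order the longest run had 14 genes, so 0 shuffles reached 22. A run of 16 genes in the same region was higher in the control than with 6-gingerol. Runs of 10 and 9 genes, on the chromosome whose identifiers carry the letter R, were lower with 6-shogaol than with 6-gingerol and the control, and 59 and 229 of the shuffles had runs as long.

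A change by the same factor in every gene, as a change in copy number would give, predicts the same log2 difference at every expression level. In the stretch from SCW4 the median log2 difference between 6-shogaol and 6-gingerol was 2.00 for genes below 100 normalized counts and 0.04 for genes at 1000 or more, which goes against it. A fixed number of reads added to every gene predicts a similar difference in counts. The median differences were 71.4, 96.4, 98.5 and 61.6 normalized counts from the lowest to the highest level, against 1.1, -2.3, 5.0 and 1.8 for genes outside the stretches. In the overlapping stretch of 151 genes, the control had medians of 175.0, 73.8, 171.0 and 45.0 more normalized counts than 6-gingerol from the lowest to the highest level, against 1.4, -1.5, -11.2 and -9.6 outside the stretches, so a similar difference at every level was not seen there. Added reads, for instance from alignments with long gaps that were counted on the genes they span, remain 1 possible explanation, although the same number for every gene was not seen in both stretches. The alignments were not analysed here.

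The letter W or C near the end of an identifier gives the strand in the naming of Candida genes. Between the control and 6-gingerol, the median differences of genes with the letter C were 180.3 normalized counts below 100, 150.3 at 100 to 400 and 195.9 at 400 to 1000, and those of genes with the letter W were 26.4, 3.1 and 47.3. Between 6-shogaol and 6-gingerol the letter W had the larger differences at these levels, 116.9, 129.9 and 141.9, and the letter C 65.3, 64.7 and 37.2. Only 2 to 14 genes with the letter W were behind each of these medians. At 1000 or more the medians were 0.8 for C and 80.3 for W in the former comparison, and 112.3 and 103.5 in the latter. Outside the stretches the letter C had 1.2, -5.9 and 10.4 at the lower 3 levels in the latter comparison, so genes of both letters were raised there. At the lower 3 levels the letters thus differed in both comparisons, with C higher between the control and 6-gingerol and W higher between 6-shogaol and 6-gingerol. Reads added on 1 strand would not raise genes of both letters, as seen between 6-shogaol and 6-gingerol. The stretches overlap, however, so that comparison also holds genes with the letter C that were lower with 6-gingerol than in the control. The strand therefore remains open. An effect of the compounds on transcription in the stretch may also remain, since the median of 175 more normalized counts in the control than with 6-gingerol, over 16 low-expressed genes, cannot be told apart from a difference between single libraries.

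For the correlation between the compounds, libraries simulated with counting noise and no change gave a mean Pearson correlation of 0.472 and at most 0.542, through the shared control, against 0.659 observed. Counting noise alone thus did not reach the observed value. With 6-gingerol as the shared reference the correlation was 0.348. A control culture or preparation that differed from both treated ones could also give a higher correlation with the control as the reference, and the compounds cannot be told apart from it with 1 library each.

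The number of genes that the paper gives for 6-shogaol may have been counted among genes selected for 6-gingerol. All 125 genes of Supplementary Table S1 passed 2-fold with 6-gingerol, and 78 of them have a printed fold change of at least 2 with 6-shogaol, which is the paper's number.

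A shift from hyphal to yeast-form expression would raise yeast-form genes. The 10 yeast-form genes had a median log2 fold change of -0.40 with 6-gingerol and -0.34 with 6-shogaol, with 7 of 10 lowered in each, and the 6-shogaol median was at percentile 0 among 10000 matched random lists. CHT2, RHD1 and RHD3 of this list are also in Supplementary Table S1, whose genes all passed 2-fold with 6-gingerol in these libraries. The median and percentile therefore rest in part on that selection. The highest log2 fold change of the list was 0.15 with 6-gingerol and 0.46 with 6-shogaol, so no clear rise was seen in it. The wider set of genes that respond to the drug-response regulator Tac1 might be raised with CDR1 and CDR2. The 6 such genes outside Supplementary Table S1 had medians of 0.63 and 0.70 (percentiles 99.97 and 99.99), with 4 raised and 2 lowered with each compound.

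The remaining lists are given as values. The phosphate list shares genes with Supplementary Table S1, among them PHO100, GIT1 and GIT4. The iron list shares FTR2, FET99, CFL2, CFL4, CFL5 and PGA10 with it. The percentiles of these lists therefore rest in part on genes already selected in these libraries. Phosphate acquisition genes had median log2 fold changes of -0.62 with 6-gingerol and -0.57 with 6-shogaol (percentiles 0 and 0), with 11 of 14 lowered in each. Iron uptake genes had -0.52 and -0.29 (percentiles 0 and 0.07), with 13 of 19 lowered in each. Ergosterol biosynthesis genes had 0.10 and 0.02 (percentiles 96.1 and 63.0). Drug-response genes of the regulator Mrr1 had 0.24 and 0.09 (percentiles 99.4 and 87.1). The 67 ribosomal protein genes had 0.06 and -0.02 (percentiles 99.2 and 58.7).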
